# RNA helicase DDX5 acts as a critical regulator for survival of neonatal mouse gonocytes

**DOI:** 10.1111/cpr.13000

**Published:** 2021-03-05

**Authors:** Qing Xia, Guizhong Cui, Ye Fan, Xiuqin Wang, Gongcheng Hu, Lisha Wang, Xi Luo, Lele Yang, Qingqing Cai, Kaibiao Xu, Wenjing Guo, Minghui Gao, Yingying Li, Ji Wu, Wei Li, Jiayu Chen, Huayu Qi, Guangdun Peng, Hongjie Yao

**Keywords:** DDX5, gonocyte, RNA‐binding protein, spermatogonial stem cell, testis

## Abstract

**Objectives:**

Mammalian spermatogenesis is a biological process of male gamete formation. Gonocytes are the only precursors of spermatogonial stem cells (SSCs) which develop into mature spermatozoa. DDX5 is one of DEAD‐box RNA helicases and expresses in male germ cells, suggesting that *Ddx5* plays important functions during spermatogenesis. Here, we explore the functions of *Ddx5* in regulating the specification of gonocytes.

**Materials and Methods:**

Germ cell‐specific *Ddx5* knockout (*Ddx5* ^‐/‐^) mice were generated. The morphology of testes and epididymides and fertility in both wild‐type and *Ddx5* ^‐/‐^ mice were analysed. Single‐cell RNA sequencing (scRNA‐seq) was used to profile the transcriptome in testes from wild‐type and *Ddx5* ^‐/‐^ mice at postnatal day (P) 2. Dysregulated genes were validated by single‐cell qRT‐PCR and immunofluorescent staining.

**Results:**

In male mice, *Ddx5* was expressed in germ cells at different stages of development. Germ cell‐specific *Ddx5* knockout adult male mice were sterile due to completely devoid of germ cells. Male germ cells gradually disappeared in *Ddx5* ^‐/‐^ mice from E18.5 to P6. Single‐cell transcriptome analysis showed that genes involved in cell cycle and glial cell line‐derived neurotrophic factor (GDNF) pathway were significantly decreased in *Ddx5*‐deficient gonocytes. Notably, *Ddx5* ablation impeded the proliferation of gonocytes.

**Conclusions:**

Our study reveals the critical roles of *Ddx5* in fate determination of gonocytes, offering a novel insight into the pathogenesis of male sterility.

## 1 INTRODUCTION

In mice, as the foundation for the continuity of spermatogenesis, SSCs are derived from gonocytes that are originated from primordial germ cells (PGCs) residing in the proximal epiblast during gastrulation.^1^, ^2^, ^3^ PGCs migrate to the developing gonad and differentiate into male or female germ cells following sex determination.^4^, ^5^, ^6^, ^7^, ^8^ In the fetal male gonads, germ cells are referred to as gonocytes.^9^ Testicular gonocytes stay in the G0/G1 phase of cell cycle from embryonic day (E) 13.5.^10^, ^11^ The quiescent gonocytes begin to relocate to the periphery from the central region of seminiferous tubules, and resume mitotic division shortly after birth.^10^, ^12^ Gonocytes give rise to undifferentiated spermatogonia or differentiating spermatogonia through gonocytes‐to‐spermatogonia transition (GST), which is the gateway to spermatogenesis in neonatal testes. Proliferation and migration of gonocytes are two crucial events that take place between P0 and P6.^13^, ^14^, ^15^, ^16^ Gonocytes and spermatogonia are closely related, but they have different morphology, transcriptome, DNA methylation and chromosome architecture.^12^, ^15^

Although tremendous efforts have been focused on studying the maintenance and differentiation of SSCs, the formation of SSCs (especially the proliferation, migration and transition of gonocytes), is still unclear. Sertoli cells have been reported to play important roles in regulating these processes. Platelet‐derived growth factor (PDGF), synthesized and secreted by Sertoli cells, has the remarkable capability to drive the survival and migration of the gonocytes.^17^, ^18^ As a RNA‐binding protein, DDX5 has been shown to be involved in multiple biological processes. *Ddx5* has been reported to express in male germline^19^, ^20^, ^21^ and plays a negative role in WNT signaling regulation of the GC‐1 spg cell.^22^ Disruption of *Ddx5* in adult spermatogonia results in infertility.^23^ Although it is clear that *Ddx5* is required for the maintenance of spermatogonia in adult testis, we do not yet know whether it is required for the formation of the spermatogonia.

In this study, we found that *Ddx5* was highly expressed in male germ cells from prenatal period. We generated germ cell‐specific *Ddx5* knockout mice by using transgenic mice expressing Cre recombinase driven by the *Mvh* promoter (*Mvh*‐Cre) and found that *Ddx5* ^‐/‐^ mice showed significantly smaller and lighter testes than wild‐type (WT) and heterozygous (*Ddx5* ^+/‐^) mice. Furthermore, *Ddx5* knockout resulted in a complete loss of germ cells, containing only Sertoli cells within 6 days after birth, and led to azoospermia and infertility in male adults. In addition, scRNA‐seq experiments indicated that *Ddx5* knockout resulted in aberrant expression of genes that were associated with cell cycle and GDNF pathway in gonocytes. Interestingly, we further found that *Ddx5* knockout induced dysregulation of GDNF signaling pathway and then impeded proliferation of gonocytes and gonocytes‐to‐spermatogonia transition.

## 2 MATERIALS AND METHODS

### 2.1 Generation of *Ddx5* conditional knockout mice

The *Ddx5* floxed mice^24^ *Ddx5* ^flox/flox^ were crossed with *Mvh*‐Cre transgenic mice^25^ to obtain *Ddx5* ^+/‐^ mice. Homozygous *Ddx5* ^‐/‐^ mice were obtained by crossing *Ddx5* ^+/‐^ males and *Ddx5* ^flox/flox^ females.

### 2.2 Assessment of fertility and fecundity

To assess fertility and fecundity, one 3‐month‐old male mouse of either wild‐type, *Ddx5* ^+/‐^ or *Ddx5* ^‐/‐^ was placed into a cage with a wild‐type female. Cages were monitored daily. The females were checked for the presence of vaginal plugs and pregnancy. The numbers of pups born in each mating set were recorded.

### 2.3 Immunofluorescent staining of the frozen sections

Tissues were dissected from mice immediately after euthanasia and fixed in 4% paraformaldehyde (PFA) (Beyotime, P0099) overnight at 4°C. Samples were embedded with tissue freezing medium (Leica, 020108926) and sectioned (8 μm in thickness). The sections were permeabilized with 0.3% Triton X‐100 (Sigma‐Aldrich, T8787) in PBS for 20 minutes and blocked with 5% BSA (Gold Bio, A‐420) in PBS for 1 hour at room temperature. The sections were incubated with the diluted primary antibody and subsequently secondary antibody. Primary antibodies used in this study are listed in Table S2. Immunoglobulin G (IgG) was used as a negative control for the primary antibody. A final concentration of 1 μg/mL DAPI (Beyotime, C1002) was included to stain nuclei. Fluorescent images were captured with a confocal microscope (LSM800, Carl Zeiss). Images were further processed with ZEN‐2012SP2‐blue software. Numbers of gonocytes and the area corresponding to testis cross‐section were measured using ImageJ software. To minimize the difference caused by different testicular positions, the gonocytes were shown as unit area (mm^2^).

### 2.4 RNA extraction and quantitative RT‐PCR (qRT‐PCR)

Total RNA was extracted from mouse testes using TRIzol reagent (MRC, TR118) in accordance with the manufacturer's instructions. Nucleic acid quantification and purity are listed in Table S4. Briefly, 1 μg of total RNA was reverse‐transcribed with HiScript II Q RT SuperMix for qPCR with gDNA Wiper (Vazyme, R223‐01). Quantitative RT‐PCR was performed using a CFX96 Real‐Time System (Bio‐Rad) and SYBR Green qPCR Mix (GenStar, A301‐01). The PCR cycling conditions were as follows: 40 cycles of 95°C for 10 seconds (denaturation), 60°C for 10 seconds (annealing) and 72°C for 20 seconds (elongation). Expression levels were normalized to the geometric mean of *Gapdh* and *Actin*. The relative expression level of candidate genes was calculated using the formula 2^‐ΔΔCT^ as described.^26^ The primers used are listed in Table S1. All experiments were repeated three times.

### 2.5 Isolation of single testicular cells by fluorescence‐activated cell sorting (FACS), single‐cell reverse transcription and amplification

The testes at P2 were collected, de‐capsulated and digested with TrypLE™ Express Enzyme (Thermo Fisher, 12605010). The cell suspensions were filtered through a 40 μm cell strainer (Corning, 22363547), and cells were collected by centrifugation at 300 × *g* for 5 minutes. The pellets were resuspended in DPBS (HyClone, SH30028) with 0.04% BSA and isolated with a MoFlo Astrios EQ high speed cell sorter (Beckman Coulter). Then, the cells were sorted into cell lysis buffer containing 0.45% (vol/vol) NP40 (Roche, 11332473001), followed by reverse transcription using SuperScript II Reverse Transcriptase (Invitrogen, 18064‐014) and whole transcription amplification using KAPA HiFi HotStart Ready Mix (KAPA Biosystems, KK2602).^27^

### 2.6 10 × genomics single‐cell sample processing and cDNA library preparation

Single testicular cells of testes at P2 were dissociated with TrypLE™ Express Enzyme (Thermo Fisher, 12605010). Cell viability was assessed by trypan blue staining. Cell capturing, cDNA amplification and library preparation were carried by Chromium Single Cell 3’ GEM, Library & Gel Bead Kit v3 (10 × Genomics, 1000075) according to the manufacturer's instructions. The resultant libraries were size selected, pooled and sequenced using 2 × 150 paired‐end sequencing protocol on an Illumina NovaSeq 6000 instrument.

## 3 RESULTS

### 3.1 *Ddx5* expression during testicular development

To explore the roles of *Ddx5* during male germ cell development, *Ddx5* expression was evaluated in testes of postnatal mice, collecting every 5 days after birth according to the developmental process of spermatogenic cells.^28^ The mRNA level of *Ddx5* was increased accompanying mouse age, with more prominent expression at P20 and P25, similar to that of *Mvh,* a germ cell‐specific marker (Figure 1A,B). Moreover, we performed western blotting for DDX5 and different markers of germ cells, respectively. As expected, DDX5 protein level was gradually increased from P0 to P90, and increasing levels as spermatocytes and round spermatids developed (Figure 1C). Western blotting of spermatogenic cells isolated using unit‐gravity sedimentation indicated that DDX5 was predominantly expressed in spermatocytes and round spermatids, but not in elongating spermatids (Figure 1D).

**FIGURE 1:**
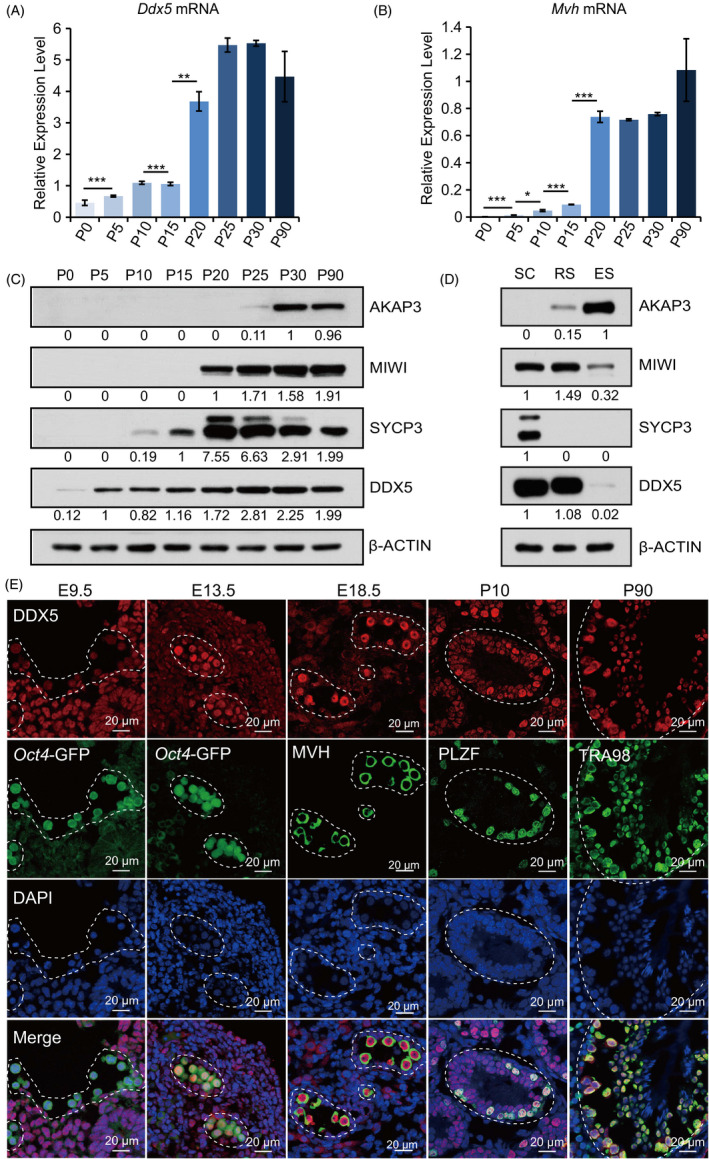
Expression analysis of *Ddx5* during development of male germline. A and B, qRT‐PCR to analyse the expression of *Ddx5* and germ cell marker *Mvh* in the testes of mice at different stages (P0 to P90). Expression levels were normalized against geometric mean of *Gapdh* and *Actin*. Error bars correspond to means ± SD (*P < .05, **P < .01, ***P < .001). C, Western blotting to analyse DDX5 protein in the testes of mice at different stages (P0 to P90). AKAP3 was used as elongating spermatid marker. MIWI was used as spermatocyte and round spermatid marker. SYCP3 was used as spermatocytes marker. β‐ACTIN was used as a loading control. D, Western blotting to analyse protein level of AKAP3, MIWI, SYCP3 and DDX5 in the fractionated testicular spermatocytes (SC), round spermatids (RS) and elongating spermatids (ES). β‐ACTIN was used as a loading control. E, Immunofluorescent staining of DDX5 expression in germ cells from wild‐type mice at E9.5 to P90. Germ cells were labelled with *Oct4*‐GFP (green) in E9.5 and E13.5 gonad sections. Spermatogonia were labelled with anti‐PLZF antibody in testis section at P10. All germ cells except elongating spermatids were labelled with anti‐TRA98 antibody in testis section at P90. DNA was stained with DAPI (blue). Scale bars represent 20 μm

We further examined the expression and subcellular localization of DDX5 during earlier male germ lineage development by performing immunofluorescent staining (Figure 1E). Transgenic mice which express the *Oct4* promoter‐driven GFP (hereafter referred to as *Oct4*‐GFP) were used to mark germ cells. Our data indicated that DDX5 had lower level in PGCs at E9.5, but prominently expressed in gonocytes at E13.5 and E18.5 following sexual differentiation, as well as in postnatal germ cells (Figure 1E). Moreover, we observed that DDX5 expression was relatively weak in somatic cells from embryonic period. DDX5 was expressed in the nucleus. Together, these data indicate that DDX5 is not only abundant in the nucleus of germ cells after birth, but also in gonocytes in prenatal period, suggesting that *Ddx5* may regulate fate determination of germ cells at embryonic stages.

### 3.2 Germ cell‐specific *Ddx5* knockout leads to infertility

DDX5 is a multi‐functional protein and is involved in several cellular processes.^29^, ^30^ To further explore the role of *Ddx5* in male germline development, *Ddx5* ^‐/‐^ mice were generated by breeding *Ddx5* floxed mice (*Ddx5* ^flox/flox^) with *Mvh*‐Cre mice (Figure 2A). *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ mice were born followed Mendel's laws of inheritance and appeared healthy (Figure S1A). Western blotting showed that DDX5 protein was expressed in the testes of both wild‐type and *Ddx5* ^+/‐^ adult mice but was faint in the testes of *Ddx5* ^‐/‐^ adult mice (Figure 2B and Figure S1C). And strikingly, no pups were born when *Ddx5* ^‐/‐^ male mice mated with wild‐type female mice, even copulatory plugs were routinely observed (Table 1). Together, these data reveal that germ cell‐specific knockout of *Ddx5* leads to male infertility.

**FIGURE 2:**
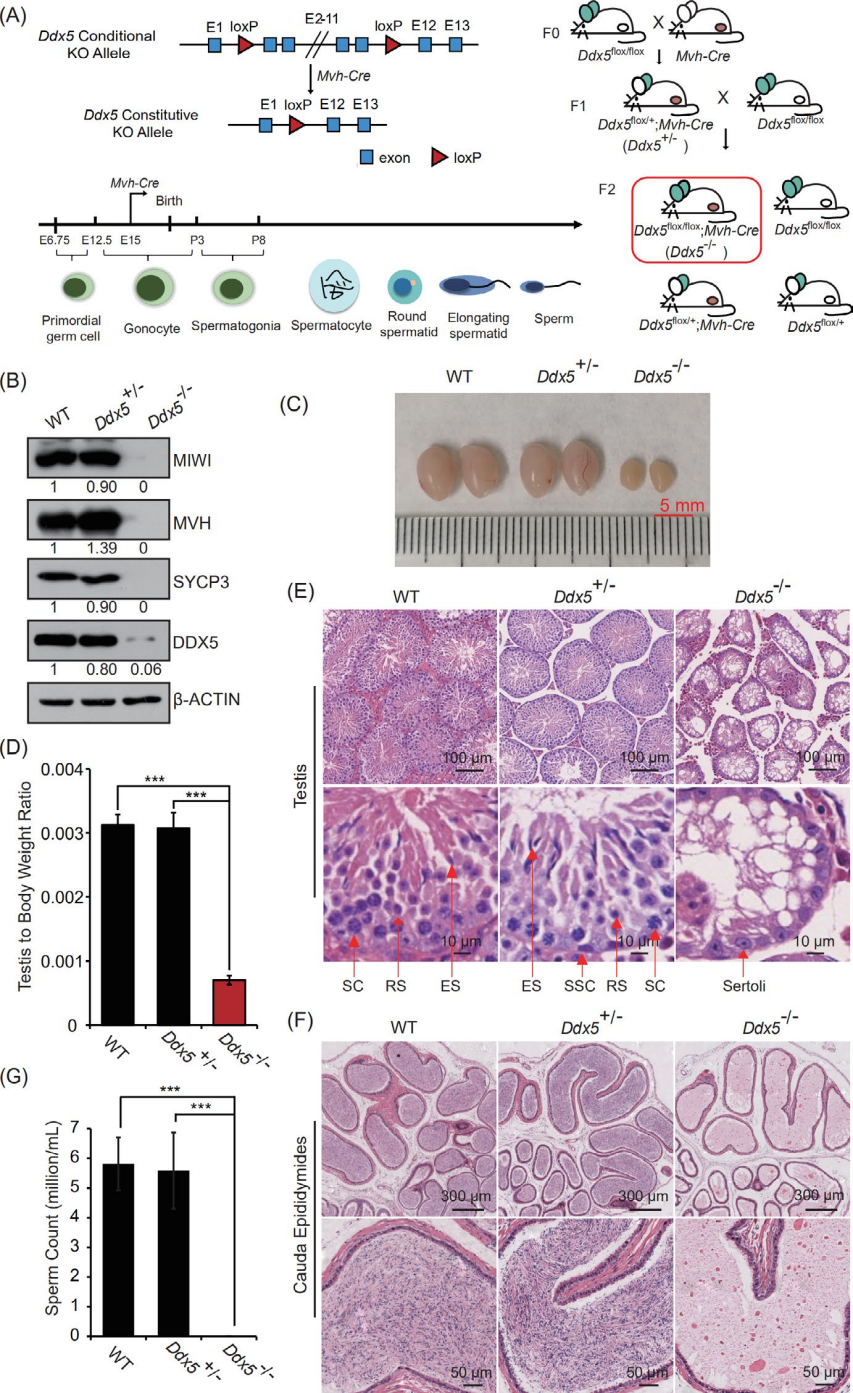
*Ddx5* is essential for spermatogenesis. A, Schematic diagram of *Ddx5* conditional knockout strategy. Left panel, the *Ddx5* allele is flanked by two loxP sites. The blue squares stand for *Ddx5* exon, and the red triangles represent loxP site. Right panel, reproductive strategy for *Ddx5* ^‐/‐^ mice. B, Western blotting to detect protein level of DDX5, MIWI, MVH and SYCP3 in the testes of wild‐type (WT), *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult mice. β‐ACTIN was used as a loading control. C, Morphological analysis of testes in WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult mice. Scale bar represents 5 mm. D, Assessment of testis to body weight ratio (mg/mg) from WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult male mice. Error bars correspond to means ± SD. *P* = .4428 between WT and *Ddx5* ^+/‐^, *P* = 3.644e‐05 between *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ and *P* = 7.396e‐07 between WT and *Ddx5* ^‐/‐^ (***P < .001, n = 6). E, H&E staining of testis sections from WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult mice. The gaps between the seminiferous tubules due to the processing of testis section preparation. Scale bars represent 100 μm and 10 μm, respectively. SC, spermatocytes, ES, elongating spermatids, RS, round spermatids, SSC, spermatogonial stem cells, Sertoli, Sertoli cells. F, H&E staining of cauda epididymis sections from WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult male mice. Scale bars represent 300 μm and 50 μm, respectively. G, Quantification of sperms released from cauda epididymides of WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ adult males. Error bars correspond to means ± SD. *P* = .6646 between WT and *Ddx5* ^+/‐^, *P* = 1.027e‐05 between *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^, and *P* = 1.467e‐10 between WT and *Ddx5* ^‐/‐^ (***P < .001, n = 6)

**TABLE 1:** The fertility of *Ddx5* conditional knockout male mice

Genotype		NO^1^. of male mice	NO. of plugged female mice	NO. of litters	NO. of pups per litter
Male	Female				
WT^2^	WT	7	24	184	7.67
*Ddx5* ^+/‐3^	WT	7	24	175	7.29
*Ddx5* ^‐/‐4^	WT	7	24	0	0

Note

1. Number. 2. Wild‐type. 3. Heterozygotes *Ddx5^+/‐^*. 4. Homozygotes *Ddx5* ^‐/‐^.

### 3.3 *Ddx5* deletion results in the depletion of germ cells in adult male mice

To assess the reason of infertility in *Ddx5*‐deficient male mice, we observed that the testes of *Ddx5* ^‐/‐^ mice were significantly smaller and lighter than those of wild‐type and *Ddx5* ^+/‐^ mice (Figure 2C,D). Haematoxylin and eosin (H&E) staining showed that although the architecture of seminiferous tubules largely preserved, all tubules were atrophy and empty in the testes of *Ddx5* ^‐/‐^ mice compared with multiple layers spermatogenic cells in the testes of wild‐type and *Ddx5* ^+/‐^ mice (Figure 2E). In addition, *Ddx5* ^‐/‐^ mice resulted in loss of mature sperms in the cauda epididymides (Figure 2F,G). Consistently, germ cell‐specific markers were not detectable in *Ddx5* ^‐/‐^ mice (Figure 2B and Figure S1C). Meanwhile, flow cytometry analysis identified stage‐specific subpopulations of spermatogenic cells in wild‐type, but not in *Ddx5* ^‐/‐^ mice (Figure S1B). The above data demonstrate that *Ddx5* ^‐/‐^ adult male mice have no capacity to produce germ cells.

### 3.4 *Ddx5* deletion results in a Sertoli cell‐only phenotype in adult male mice

Although seminiferous tubules were empty in *Ddx5* ^‐/‐^ adult mice, there was still one layer of cells in peripheral regions of seminiferous tubules. It has been reported that Sertoli cells and SSCs are located in the basement membrane.^31^ To examine the identity of the cells remained in seminiferous tubules, we performed immunofluorescent staining and observed that *Ddx5* ^‐/‐^ mice resulted in loss of TRA98‐positive germ cells compared with wild‐type and *Ddx5* ^+/‐^ mice, but only SOX9‐positive Sertoli cells left (Figure 3A,B). The phenotype that *Ddx5* ^‐/‐^ adult male mice were completely devoid of germ cells is consistent with Sertoli cell‐only syndrome associated with human infertility. SSCs could not maintain in *Ddx5* ^‐/‐^ adult mice, we wondered whether *Ddx5* affects the source of SSCs. We compared the testes in wild‐type and *Ddx5* ^‐/‐^ mice at P6. Immunofluorescent staining with TRA98 indicated that SSCs were completely depleted in *Ddx5* ^‐/‐^ seminiferous tubules (Figure 3C). Therefore, these results indicate that *Ddx5* regulates male germline development at the early stage, even before spermatogonia pool is formed at P6.

**FIGURE 3:**
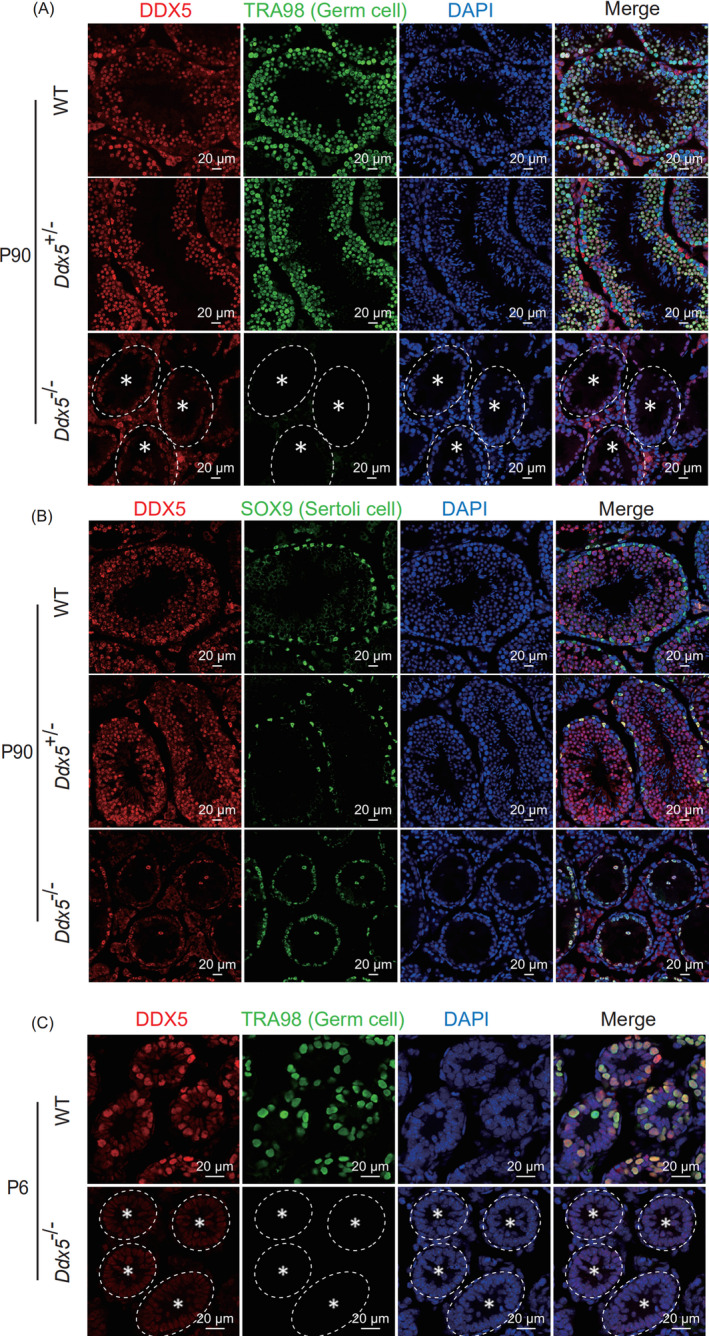
Lack of germ cells in *Ddx5* ^‐/‐^ testes. A, Immunofluorescent staining of DDX5 and TRA98 (germ cells) in testis sections from WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ mice at P90. Null tubules were marked with asterisk. B, Immunofluorescent staining of DDX5 and SOX9 (Sertoli cells) in the testes from WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ mice at P90. C, Immunofluorescent staining of DDX5 and TRA98 in testis sections from WT and *Ddx5* ^‐/‐^ mice at P6. Null tubules were marked with asterisk. DNA was stained with DAPI. Scale bars represent 20 μm

### 3.5 Germ cells are gradually lost in testes of *Ddx5* ^‐/‐^ neonates

*Mvh*‐Cre transgenic mice express recombinase faintly at E15 and strongly at E18. To explore the effect of *Ddx5* on germ cells during the embryonic stage, we collected testes at E18.5 and found that *Ddx5* knockout has no effect on the number of gonocytes (Figure S2A,B). Therefore, we focused on the effect of *Ddx5* loss on postnatal days. We observed that *Oct4*‐GFP‐positive germ cells were reduced in the testes of *Ddx5* ^‐/‐^ mice at P0 and P2, and were totally absent at P6. In contrast, no change was observed in ovaries between wild‐type and *Ddx5* ^‐/‐^ mice (Figure 4A). Additionally, immunofluorescent staining revealed that *Ddx5* ^‐/‐^ mice had significantly reduced numbers of gonocytes in seminiferous tubules at P0 (Figure 4B), and about 42% gonocytes were diminished in the testes of *Ddx5* ^‐/‐^ mice (Figure 4C). We also analysed the percentage of *Oct4*‐GFP‐positive cells using flow cytometry at P2. Noticeably, *Ddx5* ^‐/‐^ mice had only 0.11% gonocytes in all testicular cells while wild‐type mice had 1.31% (Figure 4D). Taken together, these results demonstrate that gonocytes are gradually reduced and then completely depleted from E18.5 to P6 upon *Ddx5* ablation, suggesting that *Ddx5* is indispensable for the survival of gonocytes in postnatal testes.

**FIGURE 4:**
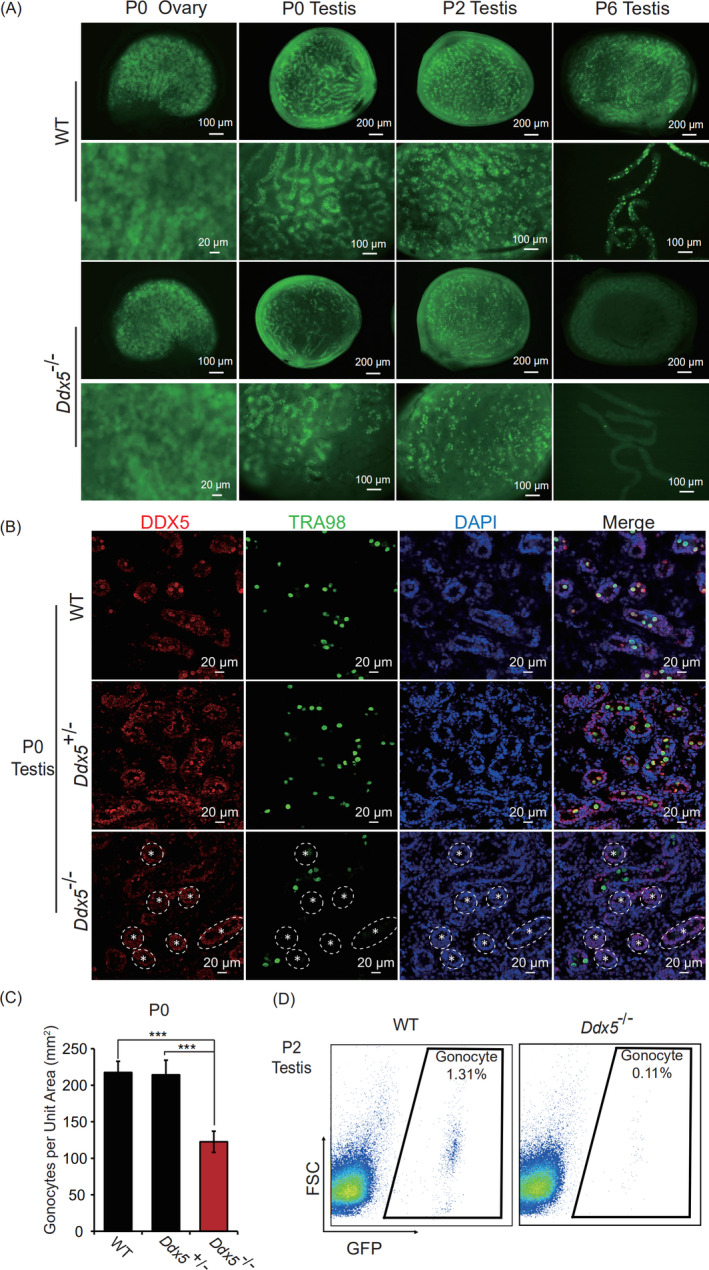
Effects of *Ddx5* knockout on the development of germ cells in neonatal mice. A, *Oct4*‐GFP expression in neonatal testes and ovaries in both WT and *Ddx5* ^‐/‐^ mice. B, Immunofluorescent staining of DDX5 and TRA98 in the testes of WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ mice at P0. Null tubules were marked with asterisk. DNA was stained with DAPI. Scale bars represent 20 μm. C, Numbers of TRA98‐positive germ cells (gonocytes) per unit area were counted in the testes of WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ male mice at P0. Error bars correspond to means ± SD.*P* = .8534 between WT and *Ddx5* ^+/‐^, *P* = 1.083e‐05 between *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^, and *P* = 1.083e‐05 between WT and *Ddx5* ^‐/‐^ (***P < .001, n = 10). D, *Oct4*‐GFP‐positive gonocytes were analysed by FACS in testicular cells of WT, *Ddx5* ^+/‐^ and *Ddx5* ^‐/‐^ mice at P2. FSC, forward scatter

### 3.6 Single‐cell RNA sequencing analysis reveals the effects of *Ddx5* knockout on gene expression in gonocytes

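Testes of wild-type and *Ddx5* knockout mice at postnatal day 2 (P2) were dissociated and captured in droplets with a kit that counts each mRNA once, by a unique molecular identifier (UMI) read near its 3′ end. The sequences of GFP and CRE were added to the reference, so that transcripts of both transgenes were counted with the mouse genes. The authors deposited 1 table of UMI counts, without normalization and before their filter on cells, with 30451 genes listed by symbol and 12186 cell barcodes. The sample labels number 8 libraries for each genotype, but the table does not separate them, and each genotype was therefore treated as 1 library. With 1 library per genotype no test between the genotypes was run and no p-value is given. Intervals are 95% intervals, exact Poisson for a sum of UMIs and exact Clopper-Pearson for a share of cells, and they cover counting error only. The barcodes end in either of 2 suffixes, and the genotype of each was settled from the cell numbers the paper states after quality control. Suffix 4 has 5423 barcodes, fewer than the 6328 wild-type cells of the paper, so suffix 3, with 6763 barcodes, was taken as wild type and suffix 4 as the library labelled *Ddx5* knockout. As a check made afterwards, the wild-type library held 0 UMIs of CRE and the other held 20. Wild-type barcodes held 84263163 UMIs in total, with a median of 10891 per barcode, and those of the library labelled *Ddx5* knockout held 67558106, with a median of 11128. The paper's filter on cells, SCTransform normalization and clustering were repeated. For expression, UMIs were summed over the germ cells of each library and given per 1000000 UMIs of these cells (CPM), and a log2 ratio is that of the CPM in the library labelled *Ddx5* knockout plus 10 over the CPM in wild type plus 10. Doublets were kept because the paper's methods name no step against them, and Scrublet called 284 wild-type cells (4.49%) and 296 cells of the other library (5.98%). In germ cells, *Ddx5* itself went against the label, and the genotype is therefore given as the label of the library throughout. These 3′ counts cannot tell transcripts of the deleted allele from intact ones, so they do not show whether intact *Ddx5* was lost.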

To investigate the regulatory mechanism of *Ddx5* in gonocytes, scRNA‐seq analysis was performed on dissociated testicular cells, which were isolated from whole testes of wild‐type and *Ddx5* ^‐/‐^ mice at P2 (Figure 5A). We obtained 6328 and 4950 single‐cell transcriptomes in the testes of wild‐type and *Ddx5* ^‐/‐^ mice after quality control, respectively (Figure S3A). 

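The filter of at least 2000 genes and at most 10% mitochondrial UMIs left 6329 wild-type cells and 4950 cells of the library labelled *Ddx5* knockout. A single wild-type cell had exactly 2000 genes, and with more than 2000 genes required, a reading chosen after seeing the data, 6328 and 4950 cells were left. The cells kept had a median of 11170 UMIs and 3696 genes in wild type, and of 11668.5 UMIs and 3769 genes in the library labelled *Ddx5* knockout. Of the alternatives, removing called doublets moved the numbers most, to 6045 and 4654 cells.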

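Clustering at resolution 0.1 on 15 principal components gave 8 clusters. A cluster was named after a cell type where at least 3 of the markers listed for that type before the data were examined were among its top 10 genes by fold over the other cells, a rule set after the clusters were seen. Cluster 1 (*Ogn*, *Dlk1*, *Dcn*) was stromal-like, cluster 2 (*Rhox8*, *Cst12*, *Cst9*, *Aard*) Sertoli-like and cluster 3 (*Mgp*, *Tagln*, *Acta2*, *Myh11*) peritubular myoid-like. Clusters 4 (*Ube2c*, *Pbk*, *Prc1*, *Plk1*) and 5 (*Mxd3*, *Pclaf*, *Mki67*) were led by genes of cycling cells and were left without a cell type. Cluster 6 (*Cyp11a1*, *Hsd3b1*, *Cyp17a1*, *Insl3*) was Leydig-like, cluster 7 (*Lyz2*, *Tyrobp*, *C1qa*) macrophage-like and cluster 8 (*Dazl*, *Mael*, *Ddx4*, *Stk31*) germ-like. The germ-like cells had a median of 35794 UMIs, against 9096 in the stromal-like cluster and 12496 in the Sertoli-like cluster. Scrublet called 10 wild-type germ-like cells as doublets and 0 of those in the library labelled *Ddx5* knockout.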

Dimensionality reduction and visualization using uniform manifold approximation and projection (UMAP)^32^ allowed us to divide the cells into eight distinct clusters designated as clusters 1 to 8 that can be annotated into germ cells, peritubular macrophages, peritubular myoid cells, Leydig cells and Sertoli cells according to known marker genes (Figure 5B,C; Figure S3B,C; Table S3). The relative proportion of each cluster weighed by the percentage of total cells in both genotypes showed that the ratio of germ cells in the testes was dropped dramatically from 1.86% to 0.24% in *Ddx5* ^‐/‐^ mice compared with wild type, while the other cell clusters remained unchanged (Figure S3D).

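In the wild-type library 117 of 6329 cells (1.85%, interval 1.53% to 2.21%) were germ-like, and in the library labelled *Ddx5* knockout 12 of 4950 cells (0.242%, interval 0.125% to 0.423%) were. The share was 7.63 times higher in wild type, with a counting interval of 4.20 to 15.2. The alternative that moved this ratio most, removing called doublets from the clusters (chosen after seeing the data), gave 6.86, and of those planned, counting cells with a UMI of at least 4 germ cell markers gave 8.34. Cells were also clustered again without genes that differ between the libraries or define the cluster, in alternatives chosen after seeing the data. Without the 3510 genes that differed by more than 2-fold in germ cells, the germ-like cluster held 118 wild-type cells and 12 cells of the library labelled *Ddx5* knockout, and 129 of its 130 cells were those of the first clustering. *Dazl*, which differed by less than 2-fold (ratio 0.529 over all germ-like cells, interval 0.470 to 0.594), was still among the genes used. When the germ cell markers and the 100 leading genes of the germ-like cluster were left out too (3560 genes in all), the 129 germ-like cells stayed together but in 1 cluster of 289 cells with macrophages, so no germ cell share is given without the genes that define them. Among the other clusters, the ratio of the share in the library labelled *Ddx5* knockout over wild type was farthest from 1 for the macrophage-like cluster, at 1.44 (0.980% in wild type, interval 0.752% to 1.25%, and 1.41%, interval 1.10% to 1.78%). Sertoli-like cells made up 23.4% (interval 22.4% to 24.5%) and 19.5% (interval 18.4% to 20.6%) of the cells, and stromal-like cells 36.1% (interval 34.9% to 37.3%) and 40.3% (interval 39.0% to 41.7%). The unnamed clusters held 12.1% and 9.43% of wild-type cells and 13.6% and 9.35% of the cells of the other library. The spread between mice or between libraries of one genotype is not known, so differences of this size cannot be set against it.

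**Figure D1:**
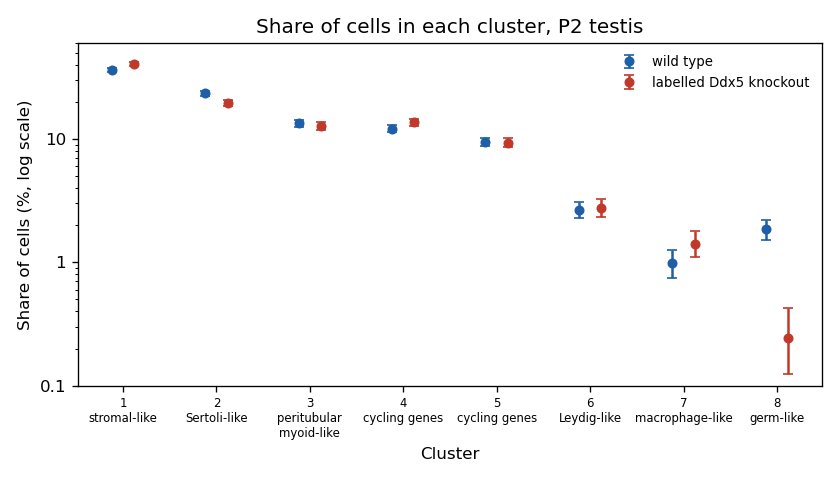
Share of cells in each of the 8 clusters in the wild-type library and in the library labelled *Ddx5* knockout, in percent on a log scale, with exact 95% binomial intervals (counting error only). The germ-like cluster stands at 1.85% and 0.242%, and every other cluster differs by 1.44-fold or less.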

**FIGURE 5:**
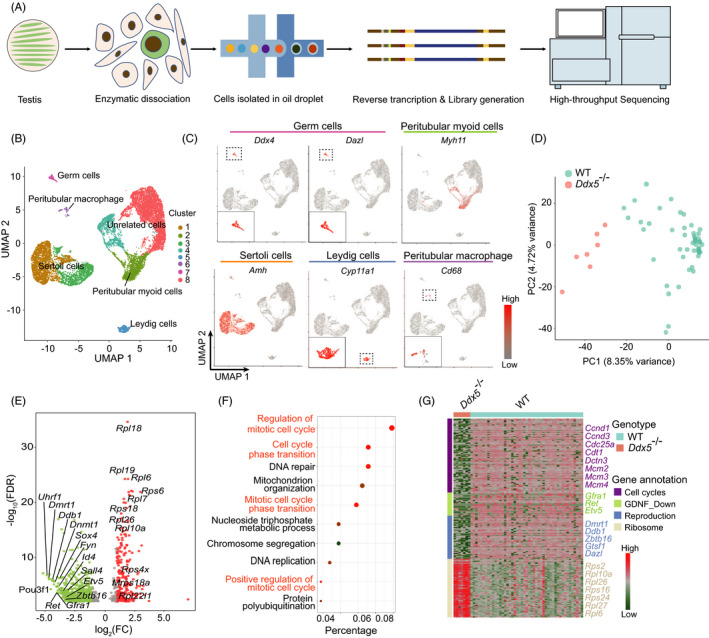
Single‐cell RNA‐seq analysis of testes in both WT and *Ddx5* ^‐/‐^ mice. A, Schematic overview of scRNA‐seq using neonatal mouse testis samples. B, Dimensionality reduction and clustering of testis scRNA‐seq data in WT and *Ddx5* ^‐/‐^ mice at P2 (n = 11 278 cells). Colour coded for clustering analysis groups and annotated post hoc based on their transcriptional profile identities. Signature genes of clusters are listed in Table S3. C, UMAP plots of 5 major cell populations showed the expression of representatively well‐known cell type‐specific marker genes. Gene expression levels are indicated by shades of red. D, PCA plot based on the expression of highly variable genes (n = 3817) in WT (n = 47) and *Ddx5* ^‐/‐^ (n = 7) germ cells. E, Volcano plot displaying DEGs between WT and *Ddx5* ^‐/‐^ germ cells. Genes with a Benjamini‐Hochberg‐adjusted *P* value <.01 and an absolute value of log_2_ fold change (FC) >1 were considered significant. Red represented up‐regulated genes, green represented down‐regulated genes and grey represented non‐critical genes. The most significant DEGs in each direction were labelled. F, GO enrichment showing the terms associated with down‐regulated genes with adjusted *P* value lower than .01 from *Ddx5* ^‐/‐^ germ cells. The dots indicated the GO categories with biological meaning. The colour of dots indicated high (red) or low (dark green) enrichment for a specific GO category. The size of dots displayed the overlap between the input gene lists with the collection of gene sets. G, Heat map showing the expression level of DEGs. The genes were ordered by annotated gene group and representative genes were shown. The colour gradient was row‐normalized across the samples based on log_2_ (TPM + 1)

To further elucidate the effect of *Ddx5* loss on cellular responses in the testes, germ cells (gonocytes) were selected for further analysis. 54 germ cells (47 from wild type and 7 from *Ddx5* ^‐/‐^) were subjected to principal component analysis (PCA) based on the highly variable genes (n = 3817). 

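Taking germ-like cells with more than 2 GFP UMIs in wild type and with more than 1 CRE UMI in the library labelled *Ddx5* knockout left 50 and 4 cells. Wild-type germ cells held a median of 38700 UMIs (range 6006 to 95146) and 1924502 in total, and those of the library labelled *Ddx5* knockout a median of 33391 (range 20275 to 53218) and 140275 in total. The targeted gene, *Ddx5*, had 2289 UMIs in the wild-type germ cells, or 1189 CPM (interval 1141 to 1239), and 285 UMIs in those of the library labelled *Ddx5* knockout, or 2032 CPM (interval 1803 to 2282). The ratio was 1.71 (counting interval 1.51 to 1.93) and the log2 ratio 0.77, the direction opposite to the label. Transcripts of the deleted allele, read near their 3′ end, could be counted here too. The alternative that moved the log2 ratio most, CPM of UMIs outside ribosomal protein genes, gave 1.10. In the 7 clusters of somatic cells the log2 ratio of *Ddx5* lay between -0.22 and -0.06. Since wild-type cells were selected by GFP and the others by CRE, these transgenes cannot be compared between the selected cells. Over all germ-like cells, GFP stood at 108 CPM (interval 97.8 to 118) in wild type and 47.5 CPM (interval 29.8 to 71.9) in the library labelled *Ddx5* knockout. Among the same cells, CRE had 20 UMIs in the library labelled *Ddx5* knockout, found in 9 cells, and 0 in wild type.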

We found a segregated distribution for wild‐type and *Ddx5* ^‐/‐^ cells along the PC1 (Figure 5D). 

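Principal component analysis of the scaled log10(CPM + 1) of the 50 and 4 germ cells used 5412 highly variable genes, selected with the limits on mean and dispersion that the paper states. PC1 held 10.3% of the variance, and every pair of a wild-type cell and a cell of the library labelled *Ddx5* knockout was ordered the same way along it (a share of pairs of 1, where 0.5 is no separation). With PC1 turned so that the cells of the library labelled *Ddx5* knockout lie at its upper end, it fell with the number of UMIs per cell among wild-type germ cells (Spearman rho -0.76 across cells, which are not replicates). The share was 0.998 over all germ-like cells. The alternative that moved it most was thinning each cell to 5000 UMIs, after which PC1 ordered a share of 0.75 of the pairs the same way and held 3.62% of the variance. PC2 of the thinned cells, looked at after this value was seen, ordered a share of 0.995 of them the same way.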

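Sums of UMIs over the germ cells were compared for the 9748 genes with at least 20 UMIs over both libraries. The median log2 ratio of all these genes was -0.64, and it was -0.44 when CPM was taken over UMIs outside ribosomal protein genes, so that a gene at 0 stands above the typical gene. The paper's test took single cells as replicates. With 1 library per genotype it was not repeated, and no genes are called as changed. Genes were named by a rule of size fixed before the data were examined, which took the 5 genes in each direction whose ratio interval lay farthest from 1 among genes with at least 50 UMIs and a UMI in at least 50% of the cells of the higher group. Higher in the library labelled *Ddx5* knockout were *Gm10800*, with 0 UMIs in wild type and 74 UMIs in the other library, *Aggf1* (ratio 8.33, interval 6.85 to 10.1), *Dnmt3l* (ratio 9.93, interval 6.52 to 15.0), *Arrdc4* (ratio 7.97, interval 5.13 to 12.2) and *Rpl6* (ratio 4.86, interval 4.54 to 5.21). Lower were *Macroh2a1*, *Taf10* and *Ung*, which had 601, 396 and 388 UMIs in wild type and 0 in the other library. Set against a floor of 3 UMIs over the group, they were at least 14.6-fold, 9.62-fold and 9.43-fold lower in these 4 cells. The floor is not a confidence limit, and the counting intervals of these ratios reached up to 0.0845, 0.128 and 0.131. In the 7 cells that pass either the GFP or the CRE limit, *Macroh2a1* had 4 UMIs (ratio 0.0451, interval 0.0123 to 0.116), *Taf10* 7 (ratio 0.120, interval 0.0479 to 0.249) and *Ung* 1 (ratio 0.0175, interval 0.000441 to 0.0979). *Ptma* had 4667 UMIs in wild type and 20 in the library labelled *Ddx5* knockout (ratio 0.0588, interval 0.0359 to 0.0909), and *Ccnd2* had 1249 and 4 (ratio 0.0439, interval 0.0120 to 0.113). By its 3′ counts, *Ddx5* itself was higher in these cells, against the label of the library.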

The differentially expressed gene analysis identified 848 genes including 232 up‐regulated genes and 616 down‐regulated genes in the gonocytes of *Ddx5* ^‐/‐^ mice (Figure 5E), confirming a profound change in gene expression profiles. Gene Ontology (GO) analysis revealed that the up‐regulated genes were mainly related to the formation of free 40S subunits, ribonucleoprotein complex assembly and mRNA metabolic process (Figure S3E), while the down‐regulated genes were significantly associated with mitotic cell cycle, cell cycle phase transition and DNA repair (Figure 5F,G). 

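Ribosomal protein genes took 15.8% of the UMIs of wild-type germ cells and 33.3% of those in the library labelled *Ddx5* knockout. Of 84 such genes, 70 had a higher CPM in the library labelled *Ddx5* knockout, and their median log2 ratio was 1.03 (counting interval 0.97 to 1.07), which is 1.67 relative to the median of all genes. All of 10000 random lists of the same size and mean expression had a lower median, and these random medians centred on 0.12. *Rps6* was 4.60 times higher (interval 3.67 to 5.73), *Rpl10a* 3.91 times (interval 3.62 to 4.23) and *Rps24* 2.13 times (interval 2.02 to 2.24). The alternative that moved the list most, CPM of UMIs outside ribosomal protein genes, gave a median of 1.36. Genes of the S and G2/M phases were taken from a list that was not drawn from these cells. Of the 94 with at least 20 UMIs, 89 were lower in the library labelled *Ddx5* knockout, with a median log2 ratio of -1.33 (counting interval -1.61 to -1.23), or -0.69 relative to the median of all genes. With the 13 genes that had 0 UMIs in that library set to the floor, the median was -1.18, outside this interval, which does not cover the error of counts of 0. None of 10000 matched random lists had a lower median, and these centred on -0.50. *Uhrf1* had 288 UMIs in wild type and 0 in the library labelled *Ddx5* knockout, 7.00-fold lower when set to the floor (interval of the ratio up to 0.177). *Mki67* had 271 and 1 (ratio 0.0506, interval 0.00128 to 0.284). GO enrichment of called genes was not repeated, since no genes were called.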

Altogether, scRNA‐seq analysis reveals that *Ddx5* knockout obviously disturbs the expression of genes in gonocytes.

### 3.7 *Ddx5* maintains survival of gonocytes through regulating the expression level of genes related to GDNF pathway

After *Ddx5* knockout, the most majority of differentially expressed genes (DEGs) were down‐regulated, and many of them were critical for male germ cell development, including components in GDNF signaling pathway (Figure 5G). 

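Of the 9748 genes compared, 7235 (74.2%) had a lower CPM in germ cells of the library labelled *Ddx5* knockout and 2513 a higher one. The scaling that moved this share most, CPM of UMIs outside ribosomal protein genes, left 66.3% of the genes lower. Among the genes labelled in Fig. 5, *Dnmt1* had 361 UMIs in wild type and 2 in the library labelled *Ddx5* knockout (ratio 0.0760, interval 0.00917 to 0.277). *Sox4* had 697 and 4 (ratio 0.0787, interval 0.0214 to 0.202). *Ddb1* had 278 and 0, 6.75-fold lower when set to the floor (interval of the ratio up to 0.183). The direction is that of the labels, and *Ddx5* itself was higher in these cells of the library labelled *Ddx5* knockout.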

GDNF is a growth factor secreted by testicular somatic cells, which is necessary for spermatogonia proliferation and survival.^33^, ^34^, ^35^ GDNF forms a complex with GFRα1, a cell surface receptor of the gonocytes,^36^ and subsequently binds to the transmembrane RET tyrosine kinase and activates intracellular signaling pathways (Figure 6A). Our scRNA‐seq data showed that the GDNF pathway‐related genes were down‐regulated in *Ddx5* ^‐/‐^ male mice (Figure 5G). 

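The genes of the GDNF pathway shown in Fig. 6 were compared in the 50 wild-type germ cells and the 4 cells of the library labelled *Ddx5* knockout, where *Ddx5* itself was not lower. *Gfra1* stood at 97.2 CPM in wild type (187 UMIs, interval 83.7 to 112) and had 0 UMIs in the library labelled *Ddx5* knockout. Set to the floor of 3 UMIs, which is not a confidence limit, it was 4.54-fold lower (interval of the ratio up to 0.273). *Ret* had 282 UMIs and 1 (ratio 0.0487, interval 0.00123 to 0.273), *Pou3f1* 301 and 1 (ratio 0.0456, interval 0.00115 to 0.256), *Fyn* 300 and 1 (ratio 0.0457, interval 0.00115 to 0.257), *Id4* 247 and 1 (ratio 0.0555, interval 0.00140 to 0.312) and *Etv5* 165 and 1 (ratio 0.0831, interval 0.00209 to 0.470). *Lhx1* had 74 UMIs and 0, 1.80-fold lower when set to the floor (interval of the ratio up to 0.701). The interval of *Bcl6b*, with 74 UMIs and 1, reached 1.07 and includes no change, but over all germ-like cells it had 172 and 3 UMIs (ratio 0.156, interval 0.0319 to 0.464) and over 7 cells that pass either the GFP or the CRE limit its interval was 0.0554 to 0.835. *Gdnf* had 11 UMIs in wild type and 0 in the library labelled *Ddx5* knockout, too few to show a difference at this depth. Its log2 ratio moved from -0.65 to -0.14 without the wild-type germ cells that hold a UMI of *Amh*, a Sertoli cell gene. These UMIs may therefore not all come from germ cells. Over the 8 genes with at least 20 UMIs the median log2 ratio was -3.10 (counting interval -3.35 to -2.45), which is -2.46 relative to the median of all genes, and -2.75 with the genes at 0 UMIs set to the floor. All 8 were lower, and none of 10000 random lists matched on mean expression had a lower median. The list holds genes that the study reports from these same cells. Over the same 7 cells the median was -2.64, and over all germ-like cells it was -2.74. The alternative that moved it most, a pseudocount of 50 CPM, gave -1.60. From the lower level of these genes, together with single-cell qRT-PCR and immunofluorescent staining, the paper proposes that loss of *Ddx5* disrupts the GDNF signaling pathway.

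**Figure D2:**
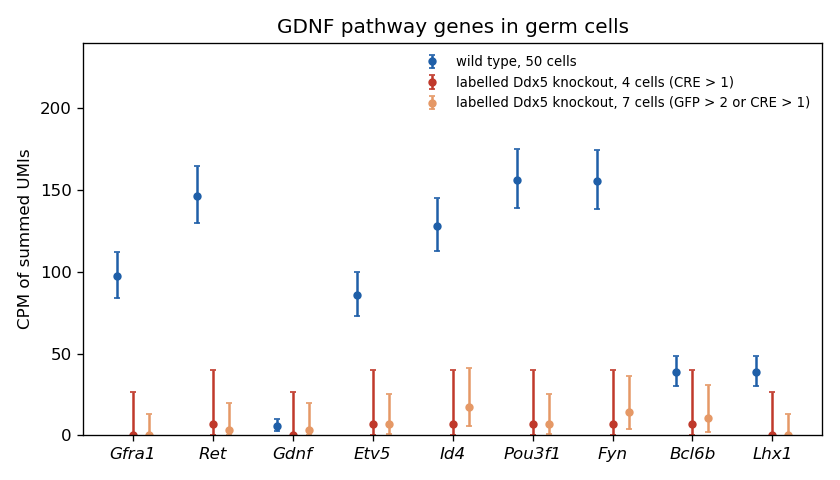
CPM of summed UMIs of 9 genes of the GDNF pathway in germ cells, with exact 95% Poisson intervals (counting error only), in 50 wild-type cells and in 4 or 7 cells of the library labelled *Ddx5* knockout, by the reading of the GFP and CRE limits. For 7 of the genes the wild-type interval lies above the intervals of the 4 cells, and for *Gdnf* and *Bcl6b* they overlap.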

To confirm the dysregulation of GDNF pathway following *Ddx5* knockout, we performed single‐cell qRT‐PCR analysis on *Oct4*‐GFP‐positive male germ cells, which were isolated from the testes of both wild‐type and *Ddx5* ^‐/‐^ males at P2. Our data showed that the mRNA levels of *Ddx5*, *Gfra1*, *Ret*, *Gdnf*, *Pou3f1*, *Fyn*, *Id4* and *Etv5* were dramatically decreased in *Ddx5*‐deficient gonocytes (Figure 6B), which are consistent with the scRNA‐seq results. Moreover, immunofluorescent staining of cross‐sections showed that GFRα1 protein level was significantly reduced on the surface of gonocytes in *Ddx5* ^‐/‐^ testes compared with that in wild type (Figure 6C). Meanwhile, we barely observed proliferating gonocytes in the newborn *Ddx5* ^‐/‐^ mice by immunofluorescent staining with anti‐Ki67 antibody (Figure 6D). We also examined possible gonocyte apoptosis through TUNEL staining and found that apoptotic cells did not increase in *Ddx5* ^‐/‐^ neonates (Figure S2C). In summary, these data suggest that *Ddx5* knockout disrupts the GDNF signaling pathway and might further lead to phenotypic defects in proliferation and survival of gonocytes.

**FIGURE 6:**
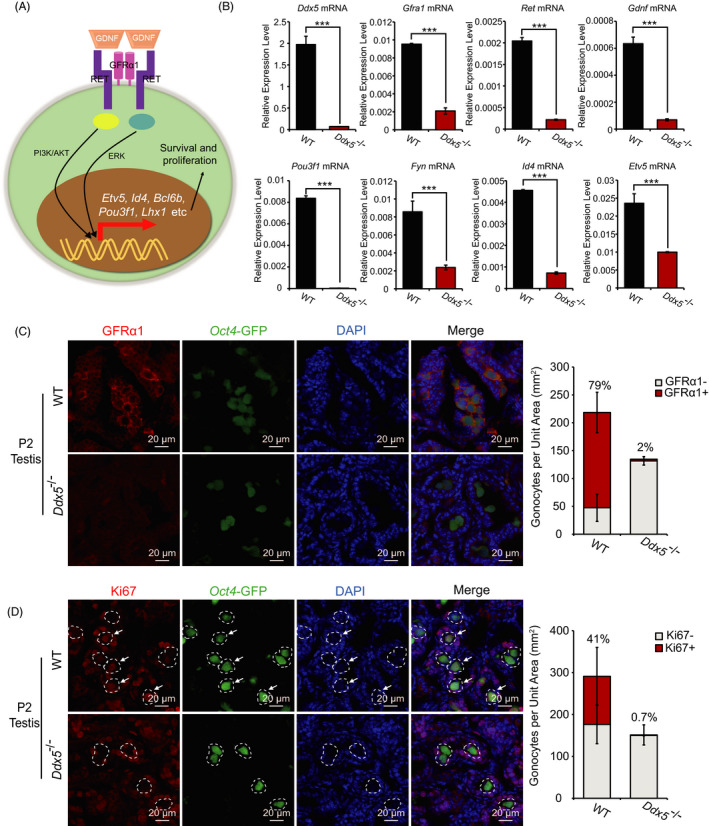
*Ddx5* maintains gonocytes and regulates the transcription of genes in GDNF pathway. A, Schematic diagram showing GDNF‐GFRα1‐RET signaling pathway in the gonocytes. B, Single‐cell qRT‐PCR to analyse the expression of *Ddx5* and GDNF‐GFRα1‐RET signaling pathway‐related genes in *Oct4*‐GFP‐positive gonocytes sorted by FACS in WT and *Ddx5* ^‐/‐^ testicular cells at P2. Expression levels were normalized against geometric mean of *Gapdh* and *Actin*. Error bars correspond to means ± SD (***P < .001, n = 3). C and D, Immunofluorescent staining of GFRα1 and Ki67 in WT and *Ddx5* ^‐/‐^ testes at P2, respectively. Quantification of immunofluorescent signals of GFRα1 and Ki67 per unit area in the testis sections of WT and *Ddx5* ^‐/‐^ male mice at P2, respectively, was calculated in the right panels. The percentage indicates the proportion of GFRα1 or Ki67‐positive gonocytes to all gonocytes in the testis sections. GFRα1‐: GFRα1‐negative gonocytes, GFRα1+: GFRα1‐positive gonocytes, Ki67‐: Ki67‐negative gonocytes, Ki67+: Ki67‐positive gonocytes. Error bars correspond to means ± SD (n = 3). Gonocytes were labelled with *Oct4*‐GFP (green). DNA was stained with DAPI. Scale bars represent 20 μm

## 4 DISCUSSION

RNA‐binding protein DDX5 is widely known to participate in various aspects of RNA metabolism.^30^ In this study, we report that *Ddx5* is required for male germ cell development and *Ddx5*‐deficient male mice are infertile due to loss of gonocytes in neonates. The phenotype of *Ddx5* ^‐/‐^ mice is similar to the Sertoli cell–only syndrome (SCO) in humans, which shows the complete absence of germ cells in human testicular tissues.^37^ While the potential mechanism of SCO is still unclear, DDX5 loss might contribute to SCO in humans.

During the process of our study, another independent laboratory reported UBC‐Cre^ERT2^ mediated *Ddx5* knockout affects the maintenance of spermatogonia.^23^ *Ddx5* knockout in spermatogonia at 8 to 12 weeks led to completely devoid of germ cells in seminiferous tubules.^23^ Here, we generated *Ddx5* conditional knockout mice by using *Mvh*‐Cre to delete *Ddx5* from embryonic period and found that the infertility of adult male mice after *Ddx5* loss was due to low survival of gonocytes. Based on theirs and our study, both of us acquired the similar Sertoli cell‐only phenotype and male infertility in adult mice. However, compared with the discoveries from Legrand et al,^23^ we mainly focused on the roles of *Ddx5* in gonocytes at the early stage from E18.5 to P6. Indeed, our data clearly indicated that *Ddx5* was important for the survival and transition of gonocytes. However, it remains unknown how *Ddx5* regulates gene expression of gonocytes. DDX5 is widely known to be involved in several steps of RNA metabolism and ribosome biogenesis,^30^, ^38^, ^39^ in which many genes were dysregulated in *Ddx5* ^‐/‐^ gonocytes. 

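Of the cell cycle genes shown in Fig. 5G, all 8 were lower in germ cells of the library labelled *Ddx5* knockout. The 3′ counts of *Ddx5* itself go against that label, but they may include transcripts of the deleted allele. *Ccnd1* had 210 UMIs in wild type and 1 in that library (ratio 0.0653, interval 0.00165 to 0.368), and *Mcm2* had 231 and 1 (ratio 0.0594, interval 0.00150 to 0.334). *Cdt1* had 111 and 0, 2.70-fold lower when set to the floor (interval of the ratio up to 0.464). *Mcm3* changed least, with 391 UMIs and 12 (ratio 0.421, interval 0.216 to 0.744). The median log2 ratio of the 8 genes was -2.55 (counting interval -3.02 to -2.07) and -1.91 relative to the median of all genes, below all of 10000 matched random lists. The study picked these genes from the same cells. In the alternative that moved the median most, a pseudocount of 50 CPM, it was -1.25.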

Further, the significantly enriched pathways of down‐regulated genes were cell cycle‐related pathways, which were consistent with the findings in spermatogonia.^23^ Moreover, many genes involved in male germ cell development were significantly down‐regulated in gonocytes of *Ddx5* ^‐/‐^ mice, including almost all of the genes related to GDNF‐GFRα1‐RET signaling pathway (eg, *Gfra1*, *Ret*, *Etv5* and *Id4*) and spermatogenesis‐related genes (eg, *Zbtb16*, *Sall4*, *Gtsf1* and *Dmrt1*). Among them, ZBTB16 and SALL4 are two important transcription factors for self‐renewal and differentiation of spermatogonia.^40^, ^41^, ^42^, ^43^ In addition, both *Gtsf1* and *Dmrt1* are vital for spermatogenesis beyond the early meiotic phase.^44^, ^45^, ^46^, ^47^ Therefore, additional mechanisms for *Ddx5* in regulating survival of neonatal mouse gonocytes could be pursued by investigating how *Ddx5* modulates the expression of *Zbtb16*, *Sall4*, *Gtsf1* and *Dmrt1*.

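In germ cells *Zbtb16* had 122 UMIs in wild type and 0 in the library labelled *Ddx5* knockout, and *Dmrt1* had 313 and 0. Set to the floor, which is not a confidence limit, they were 2.96-fold and 7.60-fold lower. The intervals of these ratios reached up to 0.421 and 0.163. *Sall4* had 530 and 5 (ratio 0.129, interval 0.0419 to 0.304) and *Gtsf1* 493 and 17 (ratio 0.473, interval 0.273 to 0.765). With *Ddb1* and *Dazl*, the reproduction genes of Fig. 5G, the median log2 ratio of these genes was -2.76 (counting interval -3.41 to -2.34). With the 3 genes at 0 UMIs set to the floor it was -1.76. This lies outside the interval, which therefore does not cover the error of counts of 0. Only 1 of 10000 matched random lists had a median below -2.76. The study picked these genes from the same cells. A pseudocount of 1 CPM moved the median most, to -4.46. *Gtsf1*, *Sall4* and *Dazl* are also markers used to name the germ-like cluster. The 11 other germ cell markers of that kind had a median log2 ratio of -0.36 (counting interval -0.53 to 0.10), with 5 higher and 6 lower, and 40.8% of matched random lists had a lower median. Single markers ranged from -3.47 for *Taf7l* (499 and 2 UMIs) to 0.79, so this median does not stand for each of them. The 3′ counts of *Ddx5* were higher in the library labelled *Ddx5* knockout, so the directions here are those of the labels.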

In conclusion, the findings presented here demonstrate that *Ddx5* is required and essential for male fertility. Furthermore, *Ddx5* is indispensable for survival and transition of gonocytes in male neonates at least through regulating the genes that associated with cell cycle and GDNF pathway.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

HY and QX initiated the study and designed the experiments. QX conducted most of the experiments. GC performed the bioinformatics analysis. YF provided the *Ddx5* floxed mice. XW, GH, LW, XL, LY, QC, KX, WG, MG and YL provided necessary assistances. JW and WL provided *Mvh*‐Cre transgenic mice. JC and HQ contributed to the work. HY, QX and GC wrote the manuscript. HY and GP conceived and supervised the entire study. HY approved the final version.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Supplementary Material Click here for additional data file.

Table S1‐S4 Click here for additional data file.

## Data Availability

RNA‐seq data generated in this study are deposited in the NCBI Gene Expression Omnibus under accession number GSE158285.

## References

[1] Saitou M , Barton SC , Surani MA . A molecular programme for the specification of germ cell fate in mice. Nature. 2002;418:293‐300.1212461610.1038/nature00927

[2] Saitou M . Specification of the germ cell lineage in mice. Front Biosci (Landmark Ed). 2009;14:1068‐1087.1927311610.2741/3294

[3] Gunesdogan U , Magnusdottir E , Surani MA . Primordial germ cell specification: a context‐dependent cellular differentiation event [corrected]. Philos Trans R Soc Lond B Biol Sci. 2014;369:20130543.2534945210.1098/rstb.2013.0543PMC4216466

[4] Anderson R , Copeland TK , Scholer H , et al. The onset of germ cell migration in the mouse embryo. Mech Dev. 2000;91:61‐68.1070483110.1016/s0925-4773(99)00271-3

[5] Ginsburg M , Snow MH , McLaren A . Primordial germ cells in the mouse embryo during gastrulation. Development. 1990;110:521‐528.213355310.1242/dev.110.2.521

[6] McLaren A . Primordial germ cells in the mouse. Dev Biol. 2003;262:1‐15.1451201410.1016/s0012-1606(03)00214-8

[7] Harikae K , Miura K , Kanai Y . Early gonadogenesis in mammals: significance of long and narrow gonadal structure. Dev Dyn. 2013;242:330‐338.2298762710.1002/dvdy.23872

[8] Barton LJ , LeBlanc MG , Lehmann R . Finding their way: themes in germ cell migration. Curr Opin Cell Biol. 2016;42:128‐137.2748485710.1016/j.ceb.2016.07.007PMC5064876

[9] Culty M . Gonocytes, the forgotten cells of the germ cell lineage. Birth Defects Res C Embryo Today. 2009;87:1‐26.1930634610.1002/bdrc.20142

[10] Nagano R , Tabata S , Nakanishi Y , et al. Reproliferation and relocation of mouse male germ cells (gonocytes) during prespermatogenesis. Anat Rec. 2000;258:210‐220.1064596810.1002/(SICI)1097-0185(20000201)258:2<210::AID-AR10>3.0.CO;2-X

[11] Western PS , Miles DC , van den Bergen JA , et al. Dynamic regulation of mitotic arrest in fetal male germ cells. Stem Cells. 2008;26:339‐347.1802441910.1634/stemcells.2007-0622

[12] Yamanaka S , Nishihara H , Toh H , et al. Broad Heterochromatic Domains Open in Gonocyte Development Prior to De Novo DNA Methylation. Dev Cell. 2019;51:21‐34.e5.3147456410.1016/j.devcel.2019.07.023

[13] Kluin PM , de Rooij DG . A comparison between the morphology and cell kinetics of gonocytes and adult type undifferentiated spermatogonia in the mouse. Int J Androl. 1981;4:475‐493.729823010.1111/j.1365-2605.1981.tb00732.x

[14] Yoshida S , Sukeno M , Nakagawa T , et al. The first round of mouse spermatogenesis is a distinctive program that lacks the self‐renewing spermatogonia stage. Development. 2006;133:1495‐1505.1654051210.1242/dev.02316

[15] Tan K , Song HW , Wilkinson MF . Single‐cell RNAseq analysis of testicular germ and somatic cell development during the perinatal period. Development. 2020;147(3):dev183251.3196477310.1242/dev.183251PMC7033731

[16] McCarrey JR . Toward a more precise and informative nomenclature describing fetal and neonatal male germ cells in rodents. Biol Reprod. 2013;89:47.2384323610.1095/biolreprod.113.110502PMC4076367

[17] Gnessi L , Fabbri A , Spera G . Gonadal peptides as mediators of development and functional control of the testis: an integrated system with hormones and local environment. Endocr Rev. 1997;18:541‐609.926776410.1210/edrv.18.4.0310

[18] Basciani S , De Luca G , Dolci S , et al. Platelet‐derived growth factor receptor beta‐subtype regulates proliferation and migration of gonocytes. Endocrinology. 2008;149:6226‐6235.1868778510.1210/en.2008-0349

[19] Neuhaus N , Yoon J , Terwort N , et al. Single‐cell gene expression analysis reveals diversity among human spermatogonia. Mol Hum Reprod. 2017;23:79‐90.2809345810.1093/molehr/gaw079

[20] O'Bryan MK , Clark BJ , McLaughlin EA , et al. RBM5 is a male germ cell splicing factor and is required for spermatid differentiation and male fertility. PLoS Genet. 2013;9:e1003628.2393550810.1371/journal.pgen.1003628PMC3723494

[21] Zhang H , Wang G , Liu L , et al. KH‐type splicing regulatory protein is a new component of chromatoid body. Reproduction. 2017;154:723‐733.2887105710.1530/REP-17-0169

[22] Arun G , Akhade VS , Donakonda S , et al. mrhl RNA, a long noncoding RNA, negatively regulates Wnt signaling through its protein partner Ddx5/p68 in mouse spermatogonial cells. Mol Cell Biol. 2012;32:3140‐3152.2266549410.1128/MCB.00006-12PMC3434522

[23] Legrand JMD , Chan AL , La HM , et al. DDX5 plays essential transcriptional and post‐transcriptional roles in the maintenance and function of spermatogonia. Nat Commun. 2019;10:2278.3112325410.1038/s41467-019-09972-7PMC6533336

[24] Nicol SM , Bray SE , Black HD , et al. The RNA helicase p68 (DDX5) is selectively required for the induction of p53‐dependent p21 expression and cell‐cycle arrest after DNA damage. Oncogene. 2013;32:3461‐3469.2298652610.1038/onc.2012.426PMC3556166

[25] Gallardo T , Shirley L , John GB , et al. Generation of a germ cell‐specific mouse transgenic Cre line. Vasa‐Cre. Genesis. 2007;45:413‐417.1755194510.1002/dvg.20310PMC2597027

[26] Bustin SA . Why the need for qPCR publication guidelines?–The case for MIQE. Methods. 2010;50:217‐226.2002597210.1016/j.ymeth.2009.12.006

[27] Chen J , Suo S , Tam PP , et al. Spatial transcriptomic analysis of cryosectioned tissue samples with Geo‐seq. Nat Protoc. 2017;12:566‐580.2820700010.1038/nprot.2017.003

[28] Bellve AR , Cavicchia JC , Millette CF , et al. Spermatogenic cells of the prepuberal mouse. Isolation and morphological characterization. J Cell Biol. 1977;74:68‐85.87400310.1083/jcb.74.1.68PMC2109873

[29] Fuller‐Pace FV , Moore HC . RNA helicases p68 and p72: multifunctional proteins with important implications for cancer development. Future Oncol. 2011;7:239‐251.2134514310.2217/fon.11.1

[30] Xing Z , Ma WK , Tran EJ . The DDX5/Dbp2 subfamily of DEAD‐box RNA helicases. Wiley Interdiscip Rev RNA. 2019;10:e1519.3050697810.1002/wrna.1519PMC6560643

[31] Chen SR , Liu YX . Regulation of spermatogonial stem cell self‐renewal and spermatocyte meiosis by Sertoli cell signaling. Reproduction. 2015;149:R159‐R167.2550487210.1530/REP-14-0481

[32] Becht E , McInnes L , Healy J , et al. Dimensionality reduction for visualizing single‐cell data using UMAP. Nat Biotechnol. 2019;37(1):38‐44.10.1038/nbt.431430531897

[33] Chen LY , Willis WD , Eddy EM . Targeting the Gdnf Gene in peritubular myoid cells disrupts undifferentiated spermatogonial cell development. Proc Natl Acad Sci USA. 2016;113:1829‐1834.2683107910.1073/pnas.1517994113PMC4763785

[34] Naughton CK , Jain S , Strickland AM , et al. Glial cell‐line derived neurotrophic factor‐mediated RET signaling regulates spermatogonial stem cell fate. Biol Reprod. 2006;74:314‐321.1623714810.1095/biolreprod.105.047365

[35] Pui HP , Saga Y . Gonocytes‐to‐spermatogonia transition initiates prior to birth in murine testes and it requires FGF signaling. Mech Dev. 2017;144:125‐139.2834139510.1016/j.mod.2017.03.002

[36] Airaksinen MS , Saarma M . The GDNF family: signalling, biological functions and therapeutic value. Nat Rev Neurosci. 2002;3:383‐394.1198877710.1038/nrn812

[37] Ramphul K , Mejias SG . Sertoli‐Cell‐Only Syndrome. Treasure Island, FL: StatPearls; 2020.

[38] Saporita AJ , Chang HC , Winkeler CL , et al. RNA helicase DDX5 is a p53‐independent target of ARF that participates in ribosome biogenesis. Cancer Res. 2011;71:6708‐6717.2193768210.1158/0008-5472.CAN-11-1472PMC3206203

[39] Jalal C , Uhlmann‐Schiffler H , Stahl H . Redundant role of DEAD box proteins p68 (Ddx5) and p72/p82 (Ddx17) in ribosome biogenesis and cell proliferation. Nucleic Acids Res. 2007;35:3590‐3601.1748548210.1093/nar/gkm058PMC1920232

[40] Costoya JA , Hobbs RM , Barna M , et al. Essential role of Plzf in maintenance of spermatogonial stem cells. Nat Genet. 2004;36:653‐659.1515614310.1038/ng1367

[41] Chan AL , La HM , Legrand JMD , et al. Germline Stem Cell Activity Is Sustained by SALL4‐Dependent Silencing of Distinct Tumor Suppressor Genes. Stem Cell Reports. 2017;9:956‐971.2886734610.1016/j.stemcr.2017.08.001PMC5599261

[42] Hobbs RM , Fagoonee S , Papa A , et al. Functional antagonism between Sall4 and Plzf defines germline progenitors. Cell Stem Cell. 2012;10:284‐298.2238565610.1016/j.stem.2012.02.004PMC3299297

[43] Hobbs RM , Seandel M , Falciatori I , et al. Plzf regulates germline progenitor self‐renewal by opposing mTORC1. Cell. 2010;142:468‐479.2069190510.1016/j.cell.2010.06.041PMC3210556

[44] Yoshimura T , Toyoda S , Kuramochi‐Miyagawa S , et al. Gtsf1/Cue110, a gene encoding a protein with two copies of a CHHC Zn‐finger motif, is involved in spermatogenesis and retrotransposon suppression in murine testes. Dev Biol. 2009;335:216‐227.1973565310.1016/j.ydbio.2009.09.003

[45] Raymond CS , Murphy MW , O'Sullivan MG , et al. Dmrt1, a gene related to worm and fly sexual regulators, is required for mammalian testis differentiation. Genes Dev. 2000;14:2587‐2595.1104021310.1101/gad.834100PMC316999

[46] Krentz AD , Murphy MW , Kim S , et al. The DM domain protein DMRT1 is a dose‐sensitive regulator of fetal germ cell proliferation and pluripotency. Proc Natl Acad Sci USA. 2009;106:22323‐22328.2000777410.1073/pnas.0905431106PMC2799724

[47] Fahrioglu U , Murphy MW , Zarkower D , et al. mRNA expression analysis and the molecular basis of neonatal testis defects in Dmrt1 mutant mice. Sex Dev. 2007;1:42‐58.1839151510.1159/000096238

# Supplementary material for: RNA helicase DDX5 acts as a critical regulator for survival of neonatal mouse gonocytes
**Source:** Cell Prolif. 2021 Mar 5;54(5):e13000. doi: 10.1111/cpr.13000
**Supplement:** Supplementary file 4 — Supplementary Material

**SUPPLEMENTARY METHODS**

**Mice**

The *Ddx5* floxed mice *Ddx5*^flox/flox^ were purchased from the European Mouse Mutant Archive (INFRAFRONTIER). *Mvh*-Cre and *Oct4*-GFP transgenic allele–carrying mice were purchased from the Jackson laboratory. All mice were maintained under specific-pathogen-free (SPF) condition in compliance with the guidelines of IACUC and the Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Sciences (permit No. 2014015). Animals were individually housed under a 12 hr light/dark cycle and provided with food and water ad libitum. All efforts were made to minimize animal discomfort.

**Genotyping of mice**

Genotyping was performed by PCR using DNA isolated from tail tips. Forward primer (5’-GCTGCTCACATTGCCTTTGC-3’) and reverse primer (5’-CCTTCCCAACTGTCATTCTAAGG-3’) were used to detect wild-type allele (302 bp) and the floxed allele (420 bp). *Mvh*-Cre was genotyped with the forward primer (5’-CACGTGCAGCCGTTTAAGCCGCGT-3’) and reverse primer (5’-TTCCCATTCTAAACAACACCCTGAA-3’) to produce a 240 bp product. Wild-type and *Ddx5*^+/-^ male mice were used as the controls and homozygous *Ddx5*^-/-^ male mice were named as the knockout.

**Measurement of testicular weight and epididymal sperm count**

Testes weight and body weight from 12-week-old male mice were measured. The cauda epididymides of 12-week-old mice were minced in 1 mL PBS. After 30 min incubation at 37°C to allow the sperm to swim out, the suspension was then diluted and the number of sperms was counted with a hemocytometer.

**Fractionation of testicular cells**

Spermatogenic cells were fractionated by velocity sedimentation according to the method described previously.^1^ In brief, testes were dissected from mice immediately after euthanasia, and were rinsed and then cut into small pieces after the tunica albuginea was disrupted. Collagenase IV (Diamond, A004186-0001) and DNase I (NEB, M0303L) were then added at final concentrations of 2 mg/mL and 5 µg/mL, respectively, and testes were incubated in an incubator with 5% CO_2_ at 37°C for 15 min, with gently pipetting to accelerate the testes dissociation every 5 min. Then, the cell suspension was centrifuged at 1,000 rpm for 3 min and the pellet was digested with TrypLE™ Express Enzyme to dissociate the seminiferous tubules into single cells. Dispersed cells were collected by centrifugation at 1,000 rpm for 10 min. Cells were rinsed once and re-suspended with cold PBS. Dispersed cells were then laid on top of a prepared 2-4% BSA gradient and settled for 3 hr at room temperature. Fractions containing spermatocytes, round spermatids or elongating spermatids were collected manually and samples from each fraction were examined under microscope. Similar cell types were pooled together for western blotting.

**Flow cytometry**

Flow cytometry of testicular cells was conducted as previously reported.^2^.Briefly, testes were dissected from mice immediately after euthanasia, and were rinsed and then cut into small pieces after the tunica albuginea was disrupted. Collagenase IV and DNase I were then added at final concentrations of 2 mg/mL and 5 µg/mL, respectively, and testes were incubated in an incubator with 5% CO_2_ at 37°C for 15 min, with gently pipetting to accelerate dissociation of the testes every 5 min. Then, the cell suspension was centrifuged at 1,000 rpm for 3 min and the pellet was digested with TrypLE™ Express Enzyme to dissociate the seminiferous tubules into single cells. The separated testicular cells were re-suspended in Hanks’ Balanced Salt Solution (Thermo Fisher, 88284), containing 5% fetal bovine serum and 10 µg/mL Hoechst 33342 (Invitrogen, H1399), and incubated in an incubator with 5% CO_2_ at 32°C for 20 min. Propidium iodide (Beyotime, ST511) was added at 2 µg/mL. Cells were filtered through a 70 µm cell strainer (Corning, 431751) after brief incubation. Flow cytometry was carried out on a flow cytometer (BD LSRFortessa SORP, BD Biosciences).

**Western blotting**

Protein extracts from testes were obtained with cell lysis buffer (50 mM Tris-HCl (pH 7.6), 1% Triton X-100, 1 mM EDTA (Sigma-Aldrich, 20-158), 10% glycerol (Macklin, G810575), 1 mM dithiothreitol (DTT) (Sigma-Aldrich, 20-265), 1 mM phenylmethylsulfonyl fluoride (PMSF) (Merck, 52332) and protease inhibitor cocktail (Bimake, B14001)). Equal amounts of total proteins were applied to SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membrane (Bio-Rad, 1620177). The membrane was incubated with the diluted primary antibody and secondary antibody. The antibodies used in this paper are listed in Table S2.

**Histological analysis**

Testes and cauda epididymides of 12-week-old mice were isolated and fixed with 4% PFA overnight at 4°C. Samples were embedded with paraffin, and sectioned (8 μm). Hematoxylin and eosin (H&E) staining was conducted with standard procedure. The sections were imaged with ABX51 microscope system (Olympus).

**TUNEL staining**

The apoptosis of gonocytes in testes at P0 and P2 was detected by TUNEL staining according to the manufacturer’s protocol. Briefly, testis sections were incubated in 0.5% Triton X-100 and TUNEL reaction mixture (Beyotime, C1089) for 1 hr at 37°C. Cell nuclei were stained with 0.1 mg/mL DAPI. Fluorescent images were captured with a confocal microscope (LSM800, Carl Zeiss) and further processed with ZEN-2012SP2-blue software.

**Data processing of whole tissues**

Gene expression matrices were generated using the CellRanger software (version 3.1.0, 10× Genomics). Custom marker genes of GFP and CRE were added to the reference genome with *cellranger mkref* and raw data were processed further in R (version 3.4.3). The following quality control steps were performed: (i) genes expressed by less than 2 cells were not considered; (ii) cells that expressed fewer than 2,000 genes (low quality) were excluded from further analysis; (iii) cells in which over 10% of unique molecular identifiers (UMIs) were derived from the mitochondrial genome were removed. After filter, there were 11,278 cells (6,328 from wild type and 4,950 from *Ddx5*^-/-^) retained for downstream analysis (initial cell number is 12,186). Seurat package (version 3.1.5)^3^ was used to perform single cell from whole tissues clustering analysis. Briefly, data normalization and scaling were performed using *SCTransform* function with default parameters. A shared-nearest-neighbours (SNN) graph was constructed using the first 15 principal components before clustering cells using *FindClusters* function with a resolution of 0.1 and default parameters. We performed differential expression analysis to define the genes that marked each cluster using *FindAllMarkers* function with settings min.pct = 0.1, logfc.threshold = 0.25, using the Wilcoxon test.

**Data processing of germ cells**

To investigate the regulatory mechanism of *Ddx5* in germ cells at cluster 8, cells with number of detected counts of GFP and CRE more than 2 and 1 were reserved for further analysis respectively, and expression levels were transformed to log_10_(TPM + 1) values (TPM, Transcript per million). There were 47 germ cells from WT and 7 germ cells from *Ddx5*^-/-^ mice after fliting. 

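The sentence on GFP and CRE can be read in several ways, and each was applied to the 117 wild-type germ-like cells and the 12 of the library labelled *Ddx5* knockout. GFP above 2 UMIs in wild type with CRE above 1 UMI in the other library was fixed as the main reading before the data were examined. GFP above 2 UMIs or CRE above 1 UMI in both libraries left 50 and 7 cells, and the 7 cells held 283944 UMIs. GFP above 2 UMIs in both left 50 and 4 cells, a different group of 163944 UMIs in the library labelled *Ddx5* knockout. Both limits together left 0 and 1 cells, so no expression was computed for that reading. Under the main reading, removing called doublets left 46 wild-type cells.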

We identified highly variable genes using the Seurat *FindVariableFeatures* function (selection method = "mean.var.plot", mean lower threshold = 0.0125, mean higher threshold = 3, dispersion threshold = 0.5). Data matrix (54 cells with highly variable genes only) was then auto-scaled and summarized by principal component analysis (PCA) using the FactorMineR package. The R packages DESeq2 (version 1.28.1)^4^ was used to identify the genes differentially expressed between germ cells from WT and *Ddx5*^-/-^ mice. The significant genes were identified as the absolute value of log_2_(fold change) > 1 and at a false discovery rate < 0.01. We used Metascape^5^ (http://metascape.org) and R package clusterProfiler (version 3.12.0)^6^ to perform functional enrichment analysis with the differentially expressed genes of each cluster.

**Quantification and statistical analysis**

Data is presented as means ± SD unless otherwise indicated in the figure legends. Sample numbers and experimental repeats are indicated in the figure legends. Two samples Student’s *t*-tests (two-tailed) were performed in qRT-PCR. Due to limited sample size in Figure 2D,G, Figure 4C, Figure 6C,D and Figure S2B, the Wilcoxon sum rank tests were performed instead of student’s *t*-test. Significance levels are: **p* < 0.05; ***p* < 0.01; ****p* < 0.001.

**SUPPLEMENTARY REFERENCES**

1. Bellve AR. Purification, culture, and fractionation of spermatogenic cells. *Methods Enzymol* 1993;225:84-113.

2. Bastos H, Lassalle B, Chicheportiche A, et al. Flow cytometric characterization of viable meiotic and postmeiotic cells by Hoechst 33342 in mouse spermatogenesis. *Cytometry A* 2005;65:40-49.

3. Stuart T, Butler A, Hoffman P, et al. Comprehensive Integration of Single-Cell Data. *Cell* 2019;177:1888-1902 e1821.

4. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* 2014;15:550.

5. Zhou Y, Zhou B, Pache L, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* 2019;10:1523.

6. Yu G, Wang LG, Han Y, et al. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics : a journal of integrative biology* 2012;16:284-287.

How the deposited data were processed for this re-analysis (not part of the article)

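Single-cell RNA sequencing was carried out on dissociated whole testes of wild-type and *Ddx5* knockout mice at postnatal day 2. The authors counted UMIs per gene and barcode with Cell Ranger, with GFP and CRE added to the reference, and the deposited table holds these UMI counts for both genotypes without normalization and before any filter on cells. The paper's text does not name the genome build or annotation, so no coordinates are given and genes carry the symbols of the table. The table has 30451 genes and 12186 barcodes with 2 suffixes. Of the 16 labelled samples, 8 belong to each genotype, but barcodes carry no sample number, so the numbered libraries could not be compared and each genotype counts as 1 library.

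No file pairs a suffix with a genotype. The paper states 6328 wild-type cells and 4950 knockout cells after its filter, and suffix 4 holds 5423 barcodes before any filter, so suffix 3 (6763 barcodes) was taken as wild type. The same filter then left the stated numbers, apart from 1 wild-type cell with exactly 2000 genes. The targeted gene, *Ddx5*, was higher in germ cells of the library labelled *Ddx5* knockout, so that the label of the library is used in place of the genotype. Sums were 84263163 UMIs in wild type and 67558106 in the library labelled *Ddx5* knockout.

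Cells with at least 2000 genes and at most 10% mitochondrial UMIs, and genes found in at least 2 cells, were kept. R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2 was used for SCTransform normalization and clustering on 15 principal components at resolution 0.1, where the paper used an older Seurat. Clusters were named from marker lists written before the data were examined. The rule that at least 3 markers of a type must be among the top 10 genes by fold was set after the clusters were seen, and it left clusters 4 and 5 without a name. A cluster led by macrophage markers that also held at least 3 germ cell markers among its leading genes was kept apart as mixed, a case that arose only after removal of doublets and was likewise handled after it was seen. Doublets were called per library with Scrublet in scanpy 1.11.5 and kept in the main analysis.

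Germ cells were those of the germ-like cluster with more than 2 GFP UMIs in wild type or more than 1 CRE UMI in the library labelled *Ddx5* knockout. Their UMIs were summed per library and scaled to CPM. Log2 ratios have a pseudocount of 10 CPM. Sums have exact Poisson intervals, ratios of sums exact conditional binomial intervals and shares of cells exact Clopper-Pearson intervals, all at 95% and for counting error only. A gene with 0 UMIs in a group is set against a floor of 3 UMIs over the group, which is not a confidence limit. The 4 cells of the library labelled *Ddx5* knockout hold 140275 UMIs, of which 3 are 21.4 CPM. No test was run, because cells are not replicates.

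Gene lists were compared by their median log2 ratio over genes with at least 20 UMIs in both libraries together, and by its place among 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression. The lists were the GDNF pathway genes of Fig. 6, the cell cycle and reproduction genes of Fig. 5G, the S and G2/M genes of Seurat, cytoplasmic ribosomal protein genes by symbol, and the germ cell markers outside the reproduction genes. Of 100 symbols in the S and G2/M list 97 were in the table. The counting interval of a list median comes from 2000 resampled sums, a choice made after the data were seen. Single genes were named when the paper's text, Fig. 5 or Fig. 6 names them for these cells, or by size: the 5 higher and the 5 lower whose ratio interval lies farthest from 1, with at least 50 UMIs and a UMI in at least 50% of the cells of the higher group.

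For principal component analysis the log10(CPM + 1) of the germ cells was scaled over genes with a mean between 0.0125 and 3 and a dispersion above 0.5, the limits the paper states. The paper's reported number of such genes is 3817, and 5412 were selected here with a newer Seurat, called on a plain matrix because its default object kept only 2000 genes. To compare cells of unlike depth, each germ cell was also thinned to 5000 UMIs. The 50 wild-type cells then had a median of 2577 genes and the 4 others 1981, against 7652 and 6368 before thinning, and no cell was left out as too shallow.

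The ratio, its interval and the list percentile were tested on simulated sums for the comparison of germ cells between the libraries, with 30451 genes, of which 200 were changed. The simulated direction was recovered for 100% of the changed genes, 96.5% of 6115 intervals held the simulated ratio, and 5% of 100 unchanged lists lay outside the central 95% of random lists. The simulated sums were independent Poisson draws, without variation between cells and without genes that move together. They check the calculation only, and do not show how intervals or list percentiles perform with so few real cells. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used.

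Alternatives changed 1 choice at a time: the limits on genes and mitochondrial UMIs, removal of doublets, the resolution, another clustering (log-normalized counts, 2000 variable genes and Leiden at resolution 0.3, a value the plan left open), cells gated by germ cell markers, the reading of the GFP and CRE limits, the mean of the cells' own CPM, thinned cells, other pseudocounts, other scalings, removal of 10% of UMIs as free RNA, and leaving out each cell of the library labelled *Ddx5* knockout. Added after seeing the data were more than 2000 genes per cell, removal of doublets without clustering again, Leiden clustering without genes that differ in germ cells or define the germ-like cluster, lists without wild-type cells that hold an *Amh* UMI, and PC2 of thinned cells. The paper's test for differentially expressed genes (DESeq2 with cells as replicates) and GO enrichment were not repeated. Single-cell qRT-PCR, immunofluorescent staining and the other experiments of the paper were not analysed here.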

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

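All tests in this part were chosen after the results were seen.

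*Amh*, a Sertoli cell gene that the paper uses to name Sertoli cells, had a UMI in 21 of the 50 wild-type germ cells that pass the filter (42%, interval 28.2% to 56.8%), at a median of 38700 UMIs per cell. It had none in the 4 germ cells of the library labelled *Ddx5* knockout (interval 0% to 60.2%). Among all germ-like cells the numbers were 51 of 117 and 1 of 12. Summed over the cells that pass the filter, *Amh* had 220 UMIs and 0 UMIs, at least 5.35-fold lower against the floor (counting interval of the ratio up to 0.232), and 11 other Sertoli cell markers stood at 1683 CPM in wild type and 200 CPM in the library labelled *Ddx5* knockout. The paper does not report *Amh* in germ cells, and the share was picked out because wild-type stromal-like cells, which should lack the gene, had it in 4.94% at a median of 9010 UMIs. The tables argue against free RNA spread over all droplets. In the 21 cells with an *Amh* UMI, these 11 markers together stood at 3342 CPM, 15.9 times the 210 CPM of the 29 cells without one, although the median depth of the cells with *Amh* was only 1.27 times higher. Wild-type Sertoli-like cells had 16900 CPM of the same markers. This pattern is in line with Sertoli cells or their fragments captured with some germ cells. Scrublet called only 1 of the 21 cells with *Amh* and 3 of the 29 without as doublets, so called doublets do not account for it. A germ cell state with Sertoli genes was not tested and stays open.

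*Gm10800*, a gene the paper does not discuss, had 74 UMIs in the 4 germ cells of the library labelled *Ddx5* knockout and 0 in the 50 wild-type germ cells, where a count of 0 allows 3 UMIs in 1924502. It was picked out because it was above the limit that a count of 0 allows. Over all germ-like cells it had 261 UMIs, found in 12 of 12 cells, and 2 UMIs, found in 1 of 117 wild-type cells. The tables argue against RNA spread over all droplets of the library labelled *Ddx5* knockout, since its somatic cells held *Gm10800* at 0.350 CPM, against 563 CPM in its germ-like cells. A fold difference between the libraries shared by all cells cannot be told apart from one in germ cells. Somatic cells of that library had 23 UMIs and those of wild type 1, a ratio of 27.6 (interval 4.47 to 1135), and these counts are too few to separate it from the ratio of 1169 in germ-like cells (interval 320 to 9700). Whether its UMIs are shared with genes of near-identical sequence cannot be told apart from a change in *Gm10800* itself, because the deposited counts do not show where each read aligned. *Gm10801*, *Gm21738* and *Gm10717*, chosen after their values were seen, moved with it in germ-like cells. They had 33, 49 and 11 UMIs in all germ-like cells of the library labelled *Ddx5* knockout and 0 in those of wild type. In somatic cells *Gm10801* had 7 UMIs in the library labelled *Ddx5* knockout and 0 in wild type. There *Gm21738* had 5 UMIs in each library and *Gm10717* had 1 in each. The somatic counts of *Gm21738* and *Gm10717* thus show no such fold, those of *Gm10801* go with one, and all are few. A germ cell difference between the genotypes stays open and was not tested, as do differences between mice, since each genotype is 1 library, and *Ddx5* itself goes against the label of that library.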

How the results depend on the processing

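No paired analysis was possible because no result comes from a test and the barcodes carry no library numbers. Fits across the numbered libraries (edgeR, DESeq2) were not run, since the table does not separate them.

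The log2 ratio of *Ddx5* and the list medians kept their direction under every alternative run. The median number of UMIs per germ cell did not. It was lower in the library labelled *Ddx5* knockout in the main reading (33391 against 38700) and higher with GFP above 2 in both libraries (40432.5) and with GFP above 2 or CRE above 1 (41204), and the cause was not tested. The share of germ-like cells stayed between 1.77% and 2.06% in wild type and between 0.242% and 0.269% in the library labelled *Ddx5* knockout, and their ratio between 6.86 and 8.34. The highest came from gating on germ cell markers and the lowest from removing doublets without clustering again, an alternative chosen after seeing the data, as was clustering without the genes that differ in germ cells (ratio 7.69). Clustering again after removal of doublets, the alternative planned, merged germ cells with macrophages in 1 cluster and gave no germ cell share. The same happened in a clustering, also chosen after seeing the data, that left out the germ cell markers and leading genes of the germ-like cluster.

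The number of cells kept changed to 6565 and 5201 with a minimum of 1000 genes and to 6045 and 4654 without called doublets, by the construction of these filters. The largest fold between libraries among the other clusters, a summary chosen after seeing the clusters, rose from 1.44 to 2.31 with a minimum of 1000 genes, where an unnamed cluster led by *S100a8* and *S100a9* appeared (29 and 53 cells) and the macrophage-like cluster had a ratio of 2.16 (69 and 118 cells). Without called doublets it was 1.17, in Sertoli-like cells, whose share was lower in the library labelled *Ddx5* knockout (ratio 0.854). The cluster of macrophages and germ cells was left out there.

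The log2 ratio of *Ddx5* changed from 0.77 to 0.57 over all germ-like cells, 0.49 with GFP above 2 in both libraries, 0.96 with thinned cells and 1.10 with CPM outside ribosomal protein genes, and stayed against the label in each. With a pseudocount of 1 CPM the list medians were -4.23 for the GDNF genes, -3.42 for the cell cycle genes of Fig. 5G, -1.68 for the S and G2/M genes and -4.46 for the reproduction genes. With 50 CPM they were -1.60, -1.25, -0.72 and -1.55, which follows from the way a pseudocount pulls low values together. Thinning gave -3.10 for the cell cycle genes and -1.93 for the S and G2/M genes. It also moved the median of all 9748 genes, from -0.64 to -1.14, so these list medians did not move alone. GFP above 2 in both libraries gave -2.00 for the cell cycle genes. CPM outside ribosomal protein genes gave -1.14 for the S and G2/M genes and 1.36 for the ribosomal protein genes. The ribosomal median was also 0.96 with GFP above 2 in both libraries, 0.95 with GFP above 2 or CRE above 1, and 1.11 after removal of 10% of UMIs as free RNA. CPM outside ribosomal protein genes raises the log2 ratio of genes far above the pseudocount in both libraries by construction. The log2 of the share of UMIs outside these genes, library labelled *Ddx5* knockout over wild type, was -0.34. Apart from the pseudocounts and this scaling, the cause was not tested. The median of the germ cell markers outside the reproduction genes stayed between -0.41 and -0.04. Leaving out each of the 4 cells of the library labelled *Ddx5* knockout kept *Ddx5* between 0.70 and 0.84, the GDNF genes between -3.14 and -2.87 and the ribosomal protein genes between 1.00 and 1.04.

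The separation of germ cells along PC1 fell from 1 to 0.75 with thinned cells, and the cause was not tested. It was between 0.998 and 1 under the other alternatives, where the threshold for calling it the same, 0.95, was set after the values were seen.

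For the 58 single genes and the lists, no value was computed with both GFP above 2 and CRE above 1 required, which left 0 wild-type cells. Of the log2 ratios of single genes under 17 alternatives, 185 moved beyond their counting interval and 801 did not. Depth limits what can be seen in the library labelled *Ddx5* knockout, where genes under 21.4 CPM lie below 3 UMIs.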

Differences from the paper's values

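The paper's reported number of germ cells after the GFP and CRE filter is 7 for *Ddx5* knockout, and 4 cells were left here. Among the alternatives set before the data were examined, GFP above 2 or CRE above 1 in both libraries left 7 cells. All cells of the germ-like cluster (12), GFP above 2 in both libraries (4), both limits together (1) and removal of doublets (4) did not reach the paper's value. In wild type, 50 cells were left under the reading that gives 7.

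The paper states that *Ddx5* is decreased in its single-cell qRT-PCR on sorted germ cells and that these results match the scRNA-seq. In the deposited counts *Ddx5* was higher in germ cells of the library labelled *Ddx5* knockout, with a log2 ratio of 0.77 in the main reading and of 0.62 in the 7 cells. These counts are read near the 3′ end and cannot tell transcripts of the deleted allele from intact ones. They may therefore not measure the same transcripts as the qRT-PCR. Of the other genes in the paper's statement, *Gdnf* had 11 UMIs and 0 UMIs in the main reading, too few to show a direction.

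The paper states that clusters other than germ cells remained unchanged in proportion. Here the counting intervals did not overlap for Sertoli-like cells (23.4% in wild type and 19.5% in the library labelled *Ddx5* knockout) and for stromal-like cells (36.1% and 40.3%). Cluster names were rebuilt here, and no replicate shows how much such shares vary.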

Other observations

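For *Ddx5* the tests of swapped labels and of the deleted allele, for ribosomal protein genes that of leakage, and for the share of lower genes that of the ribosomal share and its minimum of 200 UMIs were chosen after the results were seen, and so were the alternatives without *Amh* cells.

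*Ddx5* was higher in germ cells of the library labelled *Ddx5* knockout. A swap of the labels of the libraries is argued against by CRE, which had 0 UMIs in the library labelled wild type. Free RNA from somatic cells is argued against by the level, since *Ddx5* CPM in germ cells of the library labelled *Ddx5* knockout was 2.87 times that of the somatic cells of the same library. Transcripts of the deleted allele counted at their 3′ end could give these UMIs, and they cannot be told apart from intact transcripts, because the table has only 1 row for *Ddx5* and no counts by exon. Incomplete deletion in the germ cells still present at P2 was not tested and stays open too.

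Ribosomal protein genes were higher in germ cells of the library labelled *Ddx5* knockout, with a median log2 ratio of 1.03. Sertoli RNA in wild-type germ cells is argued against as the cause, since the median was 1.04 without the wild-type cells that hold an *Amh* UMI. So is a difference between the libraries as a whole, since the highest median among the 7 clusters of somatic cells was 0.0592, and depth per cell, since the median was 1.04 with each cell thinned to 5000 UMIs. Leakage of cytoplasmic RNA from damaged wild-type germ cells stays open. It would raise their mitochondrial share, which was 5.78%, against 2.83% in the library labelled *Ddx5* knockout, and it cannot be told apart from a difference between the germ cells because each genotype is 1 library. A difference in stage or in the cell cycle of the germ cells still present, or an effect of the genotype, stays open and was not tested.

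The GDNF pathway genes were lower in the same cells. The larger share of UMIs taken by ribosomal protein genes is argued against as the cause by a median log2 ratio of -3.06 when CPM was taken outside these genes, and Sertoli RNA in wild-type germ cells by one of -3.14 without the cells that hold an *Amh* UMI. As each genotype is 1 library, the loss of a subset of germ cells with high GDNF receptor levels and a fall within each cell both stay open and were not tested.

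More genes were lower than higher in these germ cells. Fewer UMIs in the sum of the library labelled *Ddx5* knockout do not account for this. Of 1978 genes with at least 200 UMIs, 71.6% were lower, while 200 draws of the same number of UMIs from the wild-type proportions put 50.5% lower (range 48.2% to 52.6%). For all 9748 genes the draws put 52.0% lower. The larger share taken by ribosomal protein genes is argued against as the whole cause, since 61.9% of the 1978 genes were lower with CPM outside these genes, though it accounts for part of the pattern by construction. A difference in the germ cells themselves was not tested and stays open.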
